# Growth Arrest Specific 1 (*Gas1*) Gene Overexpression in Liver Reduces the *In Vivo* Progression of Murine Hepatocellular Carcinoma and Partially Restores Gene Expression Levels

**DOI:** 10.1371/journal.pone.0132477

**Published:** 2015-07-10

**Authors:** Natalia Sacilotto, Josefa Castillo, Ángela L. Riffo-Campos, Juana M. Flores, Olivia Hibbitt, Richard Wade-Martins, Carlos López, M. Isabel Rodrigo, Luis Franco, Gerardo López-Rodas

## Abstract

The prognosis of hepatocellular carcinoma patients is usually poor, the size of tumors being a limiting factor for surgical treatments. Present results suggest that the overexpression of *Gas1* (growth arrest specific 1) gene reduces the size, proliferating activity and malignancy of liver tumors. Mice developing diethylnitrosamine-induced hepatocellular carcinoma were subjected to hydrodynamic gene delivery to overexpress *Gas1* in liver. This treatment significantly (p < 0.05) reduced the number of large tumors, while the difference in the total number of lesions was not significant. Moreover, the number of carcinoma foci in the liver and the number of lung metastases were reduced. These results are related with the finding that overexpression of *Gas1* in Hepa 1-6 cells arrests cell cycle before S phase, with a significant (p < 0.01) and concomitant reduction in the expression of cyclin E2 gene. In addition, a triangular analysis of microarray data shows that *Gas1* overexpression restores the transcription levels of 150 genes whose expression was affected in the diethylnitrosamine-induced tumors, thirteen of which are involved in the hedgehog signaling pathway. Since the *in vivo Gas1* gene delivery to livers of mice carrying hepatocellular carcinoma reduces the size and proliferating activity of tumors, partially restoring the transcriptional profile of the liver, the present study opens promising insights towards a therapeutic approach for hepatocellular carcinoma.

## Introduction

Hepatocellular carcinoma (HCC) is the sixth most common malignancy worldwide and the third major cause of deaths attributable to cancer [1]. The prognosis of HCC patients is usually poor, the size of tumors being a limit to surgical resection and liver transplantation [2] and only patients with small tumors are candidates for resection or local ablation [3]. Moreover, the risk of vascular dissemination increases with tumor size [1]. Therefore, attempts to reduce the size and proliferating activity of liver tumors constitute an attractive strategy prior to resection.

The growth arrest specific (*Gas1*) gene, which codes for a glycosylphosphatidylinositol-anchored protein [4], was first described in a search for genes preferentially expressed in growth-arrested cells [5], and its overexpression results in the arrest of the cell cycle before S phase [6]. The localization of human *GAS1* to chromosomal bands 9q21.3-q22, often deleted in myeloid malignancies, suggested that this gene could be involved in the suppression of tumor cell proliferation [7]

Del Sal et al. [8] first showed that overexpression of human *GAS1* arrested the proliferation of cell lines from lung and bladder carcinoma and similar results were obtained using a variety of other cell lines [9–12]. Correlations between proliferating activity and *GAS1* expression were found in thyroid [13] and gastric [12] tumors, as well as in mesangial cells [14]. Also, the expression of *GAS1* has been included in a test to discriminate between prostate cancer and benign tumors [15], its level being a prediction marker for metastasis or recurrence in stages II and III of colorectal cancer [16].

The potential role of *GAS1* as a tumor suppressor was studied by analyzing tumor progression after the implantation of *Gas1*-overexpressing malignant cells in mice. This study reported that the number and growth rate of the induced tumors in animals overexpressing *Gas1* were significantly lower than in control animals [10]. Zamorano et al. [17] inoculated a group of athymic mice with C6 glioma cells and another group with retrovirus-producing C6 glioma cells carrying either the human *GAS1* gene under the control of a glial-specific promoter or an unrelated gene. The volume of tumors was significantly smaller in mice expressing *Gas1* than in those of the other groups. Similar results, using a different experimental strategy, were afterwards reported by the same laboratory [18]. Recent results from the same group show that tGAS1, a truncated, soluble form of the protein, inhibits proliferation and angiogenesis in a triple negative breast cancer model [19].

The mechanisms by which *GAS1* gene exerts its antitumor activity remain largely unknown. It has been suggested that GAS1 mediates hedgehog signaling [20–24], one of the pathways involved in cancer development and metastasis as well as in the maintenance of the cancer stem cell phenotype (for a review, see [25]). It has also been hypothesized that GAS1 modifies the RET signaling pathway [26], also involved in cell growth and proliferation.

In summary, the current available data suggest that overexpression of *GAS1* might represent a potential antitumor therapeutic approach, although it has never been assessed on primary tumors *in vivo*. In the present paper, we show that the *in vivo* overexpression of *Gas1* in livers reduces the size and proliferating activity of HCC primary tumors as well as the number of lung metastases in mice. Additionally, microarray analysis showed that transfection with *Gas1* causes the expression of many liver genes to revert to their non-tumor level. In this regard, the potential therapeutic use of *Gas1* may be considered.

## Materials and Methods

### Materials

The following antibodies were used: rat monoclonal anti-hemagglutinin (HA) (Roche, Basel, Switzerland #11.867.423.001); mouse monoclonal anti-bromodeoxyuridine (BrdU) (Dako, Glostrup, Denmark, #M0744); goat anti-mouse GAS1 (R&D Systems, Minneapolis, MN, #AF2644); mouse anti-goat IgG Alexa fluor 555 (Invitrogen, Carlsbad, CA, #21425); goat anti-mouse IgG Alexa Fluor 488 (Invitrogen, #11001); goat anti-mouse IgG Alexa Fluor 594 (Invitrogen #11005); goat anti-rat IgG Alexa Fluor 488 (Invitrogen #11006). The plasmids used in this work were: pCAG-H2BGFP, expression vector coding for the fusion protein H2B-green fluorescent protein (GFP) under the control of CAG promoter (a gift from George Trichas, University of Oxford); plux.promoter^-^, containing the luciferase gene, without promoter; pCMV.lux, expression vector containing the luciferase gene under the control of cytomegalovirus (CMV) promoter (this work); pCAG.lux, expression plasmid containing the luciferase gene under the control of CAG promoter (this work); pcDNA3/CMV-HAGas1, expression vector designed to express an HA-N-tagged GAS1 fusion protein under the CMV promoter (this work); pcDNA3/CAG-HAGas1, expression vector designed to express an HA-N-tagged GAS1 fusion protein under the CAG promoter (this work); pIRES/HAGas1, bicistronic expression vector, coding for the fusion protein HA-GAS1 and the GFP, under the CMV promoter (this work); pcDNA3.1/V5-His-TOPO/lacZ, expression vector coding for the β-galactosidase, with a V5 epitope on its N-terminus, and a His tag on the C-terminus (Invitrogen).

### Cell culture and transfection methods

The mouse hepatoma cell line Hepa 1–6 (*ATCC CRL-1830*) was used for the *in vitro* experiments. Cells were grown at 37°C in a humid atmosphere containing 5% CO_2_ in high glucose Dulbecco modified Eagle’s medium supplemented with 10% heat-inactivated fetal bovine serum (Gibco, Invitrogen), 100 U/ml penicillin, 100 μg/ml streptomycin and 2.5 μg/ml fungizone (Gibco). Cells were transfected with Lipofectamine 2000 reagent (Invitrogen), following the manufacturer’s instructions.

### Animals

Eight to ten week-old CD1 male mice were obtained from the animal facilities of the University of Valencia, and fed *ad libitum* with standard diet. All procedures involving live animals were conducted under isofluorane inhalational anesthesia in a properly equipped surgical theatre, in accordance with the European regulations (Council Directive 86/609/EEC) and were authorized by the Ethics Committee for Animal Experimentation of the University of Valencia (approval of procedure for project BFU2007-63120, date 12/03/2007). Hydrodynamic gene delivery (HGD) was performed as described by Liu et al. [27], using 50 μg of plasmid DNA.

### Cell sorting and flow cytometry analysis

For cell sorting, suspensions of 3×10^6^ cells/ml in growth medium were used. Non transfected cells were used to define the region of auto-fluorescence, and 10^6^ transfected cells were recovered after sorting (MoFlo High Performance Cell Sorter, Dako Cytomation, Glostrup, Denmark). These cells were analyzed after propidium iodide staining in an Epics XL-MCL cytometer (Beckman Coulter, Brea, CA, USA). Transfection efficiency of cells with IRES (internal ribosome entry site) bicistronic plasmids was determined by measuring the green fluorescence emission.

### HCC development

Mice were intraperitoneally injected 15 days after birth with 25 μg DEN (diethyl nitrosamine) per g body weight, and kept under standard conditions until sacrifice. Tumors in the two major lobes of the liver were counted, from both the upper and the visceral sides, and their major axes were measured with a vernier calliper.

### *In vitro* and *in vivo* luciferase assays

Hepa 1–6 cells transfected with pCMV.lux and pCAG.lux plasmids were assayed for luciferase activity in a luminometer Revelation 4.28 (Dynex Technologies, Chantilly, VA). Light was measured for 4 s, starting 0.1 s after reagent addition, and the values were expressed as relative light units (R.L.U). Aliquots of the lysates were used to determine protein concentration, and R.L.U were normalized and expressed as R.L.U/mg protein. For bioluminescence live imaging, the method of Nguyen et al. [28] was used, with a Bioluminescence Optical Imager (IVIS 200; Xenogen, Alameda, CA).

### Histopathological studies

Samples of livers and lungs were fixed overnight in 10% buffered formalin, embedded in paraffin, sectioned 4 μm thick and stained with hematoxilin-eosin. Photographs were taken using an Olympus DP73 digital camera. Proliferating lesions were classified as hyperplasias and neoplastic lesions according to current histopathological criteria.

### Other microscopic techniques

For immunofluorescence analysis of proliferation, Hepa 1–6 cells were synchronized by serum starvation and transfected with pcDNA3/CAG-HA*Gas1* plasmid. Five hours after transfection, fresh FBS-containing medium was added. Fifteen hours later medium was replaced by fresh medium supplemented with FBS and 10μM BrdU, and cells were incubated at 37°C for 15 min. After incubation and washing, cells were stained with a mixture of anti-HA and anti-BrdU antibodies by standard methods and analyzed with a fluorescence microscope.

For X-gal staining of tissue samples after HGD, 10 μm frozen liver sections were fixed, air-dried, washed once with PBS and incubated at 37°C with pre-warmed X-gal solution until the blue staining was visible. Cells were counterstained with hematoxylin-eosin.

For immunofluorescence studies in the liver of transfected animals, livers were carefully extracted and left in cold phosphate buffer for 4 to 6 hours after 15 min perfusion with 4% paraformaldehyde in phosphate buffer (0.1M, pH 7.2). 100 μm thick vibratome sections were incubated with the primary antibody (1: 40) for 48 hours at 4°C and then with the secondary antibody (anti-goat Alexa 555, 1:500). All sections processed for immunofluorescence were counterstained with 4',6-diamidino-2-phenylindole (DAPI) and mounted on slides and coverslipped using Permafluor mounting medium (Immunon/Shandon, Pittsburgh, PA, USA). Then, the sections were either observed on a Zeiss standard epifluorescence microscope or under a confocal microscope (Leica, Wein, Austria; TCSSPE). Z-series of optical sections (1 μm apart) were obtained using sequential scanning mode. These stacks were processed with LSM 5 Image Browser software.

### Microarray study of gene expression

An Agilent 1 Color‐Gene Expression SurePrint G3 Mouse GE 8x60K Microarray Kit with Design ID 028005, containing 39,430 Entrez Gene RNAs and 16,251 lincRNA was used.100 ng of total RNA were labeled using LowInputQuick Amp Labeling kit (Agilent 5190–2305) following manufacturer instructions. Briefly, mRNA was reverse transcribed in the presence of T7-oligo-dT primer to produce cDNA, which was transcribed *in vitro* with T7 RNA polymerase in the presence of Cy3-CTP to produce labeled cRNA. The labeled cRNA was hybridized to the microarray according to the manufacturer's protocol. The arrays were washed, and scanned on an Agilent G2565CA microarray scanner at 100% PMT and 3 μm resolution. Intensity data was extracted using the Feature Extraction software (Agilent).

Raw data were taken from the Feature Extraction output files and were corrected for background noise using the normexp method [29]. To assure comparability across samples we used quantile normalization [30].

### Nucleic acids extraction, semi-quantitative and real time PCR

DNA was extracted from 100–150 mg liver portions in the presence of a protease inhibitor cocktail and purified after proteinase K digestion with phenol:chloroform.

RNA was extracted and purified from livers and from Hepa 1–6 cells with the Illustra RNAspin Mini RNA Isolation Kit (GE Healthcare Biosciences, Pittsburgh, PA), according to the manufacturer’s instructions. One μg of total RNA was retrotranscribed to cDNA using Superscript II RNase H^-^ (Invitrogen), following the manufacturer’s instructions, with random hexamers to prime the elongation reaction. Negative controls (no enzyme) were also included to check the possible contamination of the samples by genomic DNA. qRT-PCR was carried out in an ABI GeneAmp 7000 Sequence Detection System (Perkin-Elmer, Applied Biosystems, Foster City, CA) and analyzed with the ABI Prism Software (Applied Biosystems). The relative expression values were calculated as described by Pfaffl [31]. The primers used for semiquantitative PCR and qRT-PCR are given in the S1 Table.

### Protein extraction and western blot analysis

Fragments of liver (100 to 150 mg) were homogenized in 1ml of ice-cold PBS, supplemented with 2 μl of protease inhibitor cocktail (Roche). Total protein extraction was carried out with RIPA buffer (50mM Tris-HCl, 150mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 2μl/ml protease inhibitor cocktail, pH 8) for 2 h at 4°C. The lysates were centrifuged at 14,000×*g* for 10 min at 4°C, the supernatants containing the soluble proteins were recovered and total protein was determined with the Bio-Rad protein assay reagent according to the manufacturer’s instructions. Western blots were developed after standard handling with the ECL advance detection kit (GE Healthcare, UK) according to the manufacturer’s instructions.

### Statistical analyses

Quantitative values were expressed as mean ± SD. Data in the different treatments of cells, groups of animals and RT-PCR determinations were compared by two-tailed t-test. In microarray experiments, statistical analyses and heatmaps were performed using R Bioconductor software (http://www.bioconductor.org/). Differentially expressed genes were identified with the multtest package [32].

## Results

### Overexpression of *Gas1* arrests proliferation of Hepa1-6 cells

It has long been established that *Gas1* overexpression arrests cell cycle before S phase in different cell lines [6], but its role in hepatoma cells remains unknown. Therefore, we analyzed the effects of *Gas1* overexpression in the Hepa 1–6 cell line proliferation.

In order to choose the strongest promoter to induce expression of *Gas1* in these mammalian cells, we compared the efficiency of the widely used CAG and CMV promoters by a luciferase assay. In this assay, using Hepa 1–6 cells routinely transfected with around 45% efficiency (S1A Fig), the CAG promoter drives an expression 14-fold higher than the CMV promoter (S1B Fig). Therefore, the former was used for the subsequent overexpression experiments. Endogenous GAS1 protein is not detectable in asynchronously growing Hepa 1–6 cells. However, an exogenously expressed HA-tagged GAS1 can be detected with both anti-HA and anti-GAS1 antibodies in these cells (S1C Fig), localizing to the cell membrane (Fig 1A).

**Fig 1:**
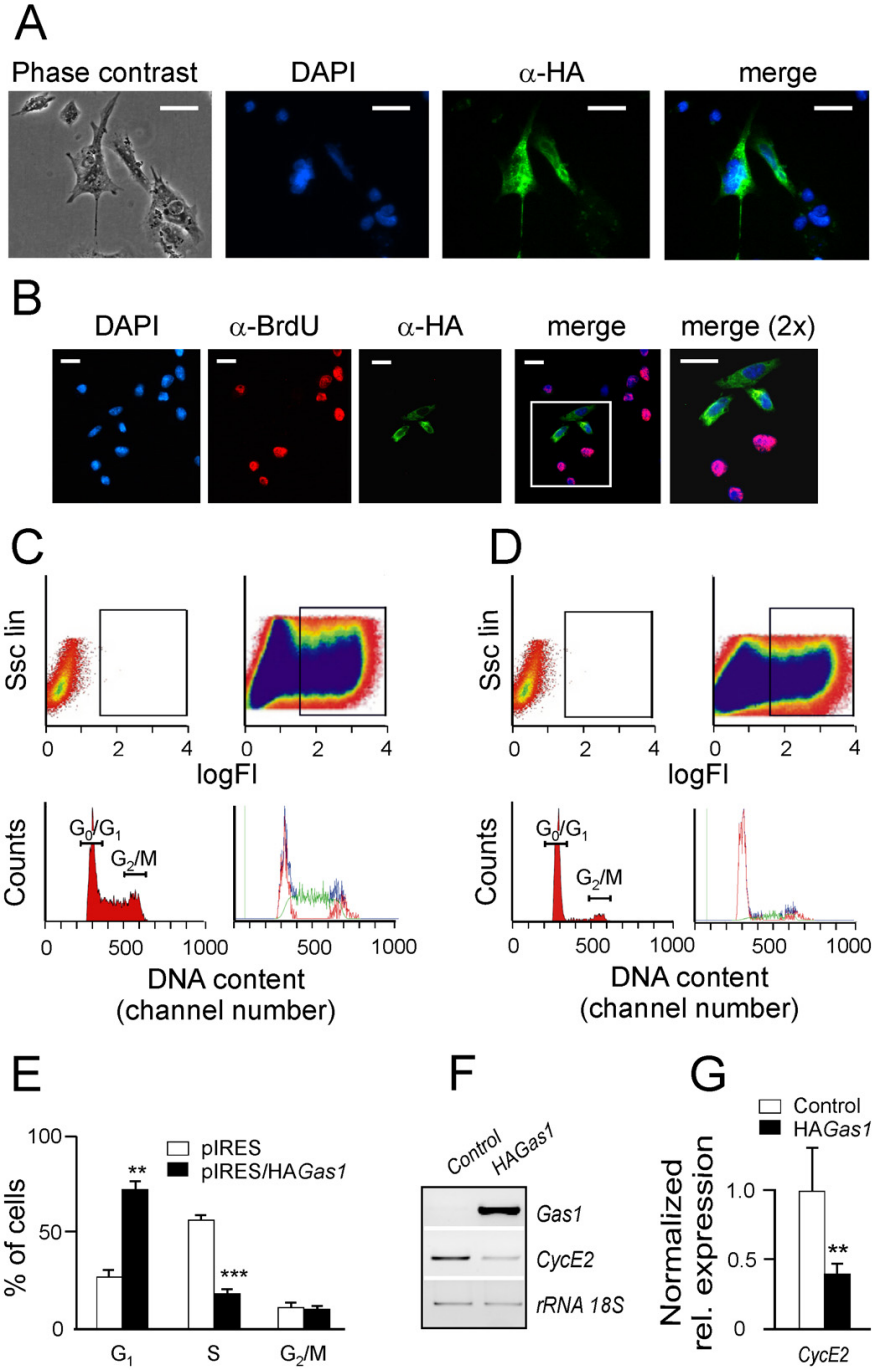
Transfection of Hepa 1–6 cells with the growth-arrest specific 1 (*Gas1*) gene. (A) Anti-HA immunofluorescence of Hepa 1–6 cells transfected with pcDNA3/CAG-HA*Gas1* in the absence of detergents to preserve the integrity of membranes. Nuclei were counterstained with DAPI. (B) Double immunofluorescent staining anti-HA/anti-BrdU of Hepa 1–6 cells transfected with pcDNA3/CAG-HA*Gas1*. (C) Cell cycle analysis of GFP-positive HEPA 1–6 cells after transfection with pIRES/GFP empty vector. 10^6^ cells (areas indicated in the upper row) were sorted and subjected to cell cycle analysis after propidium iodide staining (lower row). (D) As (C), after transfection with pIRES/HA*Gas1*. (E) Quantitation of the % of cells in the different stages of the cell cycle from the flow cytometry analysis. Experiments were done in triplicate. (F) Analysis of *Ccne2* expression in Hepa 1–6 cells overexpressing *Gas1*. A representative RT-PCR showing *Gas1* and *Ccne2* expression in cells transfected with either empty pcDNA3/CAG (control) or pcDNA3/CAG-HA*Gas1* (HAGas1), 15 h after transfection. (G) qRT-PCR to determine *CycE2* expression in cells as in (F). qRT-PCR was performed in triplicate from three independent experiments. Values were averaged and normalized to 18S *rRNA*. **, p<0.01. ***, p<0.001. In A and B the bar represents 11 μm.

These results show that the exogenous HA-*Gas1* can be differentially detected and that it is correctly incorporated into the cell membrane, like the endogenous counterpart. Further, we analyzed the effects of *Gas1* overexpression on cell proliferation. Asynchronously growing Hepa 1–6 cells transfected with pcDNA3/CAG-HA*Gas1* were unable to uptake BrdU as determined by double immunostaining against HA and BrdU, suggesting that cells overexpressing *Gas1* were unable to progress to the S phase of the cell cycle (Fig 1B).

To further analyze this effect, control and HA*Gas1*-expressing cells were sorted out by FACS and their cell cycle stage analyzed by propidium iodide staining (Fig 1C and 1D). The *Gas1*-overexpressing population was considerably enriched in G_0_/G_1_ cells, while the number of cells progressing to the cell cycle was highly reduced. Quantification of these results (Fig 1E) shows a significant (p < 0.001) reduction of S-phase cells in the *Gas1-* overexpressing populations (from 58.5 to 17.9%), correlating with a significant decreased expression of cyclin E2 (*Ccne2*) gene, known to be mandatory for cell cycle progression to S phase (Fig 1F and 1G). These results reinforce the anti-proliferating effects of GAS1 in Hepa 1–6 cells.

### Effects of *in vivo* overexpression of *Gas1* on the growth and malignancy of HCC

Given that *Gas1* overexpression arrests cell proliferation at the G_1_/S interface in the Hepa 1–6 hepatoma cell line, we wondered whether *Gas1* overexpression in liver could also affect proliferation of hepatoma cells *in vivo*. Firstly, HCC was induced by treating infant mice with DEN [33]. This carcinogen produces liver tumors as the only primary lesions, which later metastasize, mainly by the hematogenous route, to lungs [34]. When HCC was fully developed, mice were subjected to HGD to transfect liver cells with either a *Gas1*-overexpressing vector or an empty vector as control.

To determine the efficiency of the transfection by HGD, a construct carrying the *lacZ* reporter gene (pcDNA3.1/V5-His-TOPO/*lacZ*) was delivered in the conditions described under Materials and Methods and the β-galactosidase-positive cells visualized after X-gal staining (S2A Fig). In our hands, the transfection efficiency routinely lay between 30 and 40% and, as expected, most, if not all of the transfected cells, were in the neighborhood of blood vessels. These results are in accordance with published data [35]. We then checked whether the CAG promoter was also more efficient than the CMV promoter *in vivo*. Mice were transfected by HGD with plasmids carrying the luciferase gene under the control of either CMV (pCMV.lux) or CAG promoter (pCAG.lux). Forty eight hours later, live bioluminescent imaging showed that the CAG promoter is also the most efficient promoter *in vivo* (S2B Fig). The quantification of the light emitted in live animals after HGD (S2C Fig) revealed that the CAG promoter drives a luciferase activity more than 12-fold higher than the one induced by the CMV promoter.

We next checked whether the HA-GAS1 protein localizes to the plasma membranes after the *in vivo* transfections as it does *in vitro*. Fig 2A–2C shows that GAS1 is present and actively being assembled into plasma membranes in livers fixed 24 h after HGD, as evidenced by the presence of GAS1-carrying vesicles in a focal plane of a confocal microscope image (Fig 2C). Immunohistochemical analyses using an anti-GAS1 antibody showed that only the cells in the neighborhood of blood vessels are GAS1-positive, while the endogenous content of the protein is negligible in the remaining cells (results not shown).

**Fig 2:**
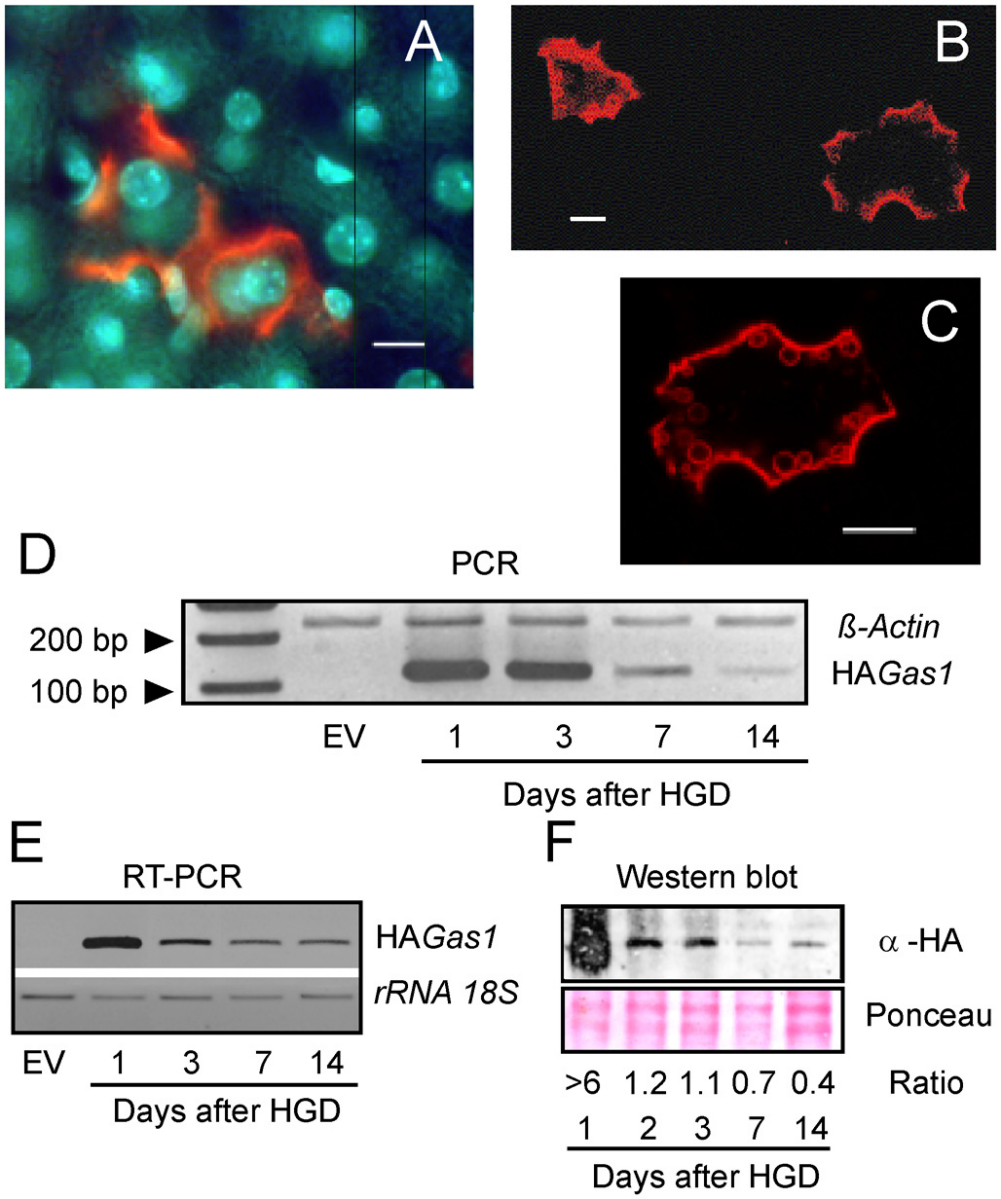
*In vivo* transfection of mice by HGD with pcDNA3/CAG-HA*Gas1*. (A) Immunofluorescence anti-HA on a liver section transfected with pcDNA3/CAG-HAGas1. Nuclei were counterstained with DAPI. (B) Confocal microscopy image of a liver section as that in (A). (C) A magnified confocal microscopy image as in B, to show the deposition of HA-tagged GAS1 into plasma membranes. (D) PCR using primers annealing to the HA tag of the *Gas1* construct at several times after HGD. As an internal control, a region of the constitutive β-actin gene was also amplified. (E) RT-PCR showing the HA-*Gas1* expression after HGD. 18S *rRNA* was used as loading control. EV, cells transfected with empty vector as control. (F) Western blot against the HA-tag to detect HA-GAS1 after HGD. The intensity of the anti-HA signal, scanned and normalized to the protein load as given by the Ponceau staining, is shown in the row marked “Ratio”.

The extent of the effects of *Gas1 in vivo* depends on the persistence of its product. Consequently, mice were transfected with pcDNA3/CAG-HA*Gas1* and transgene, mRNA and protein levels were analyzed over time. The persistence of the plasmid was checked by PCR after HGD, being high up to 72 h after HGD, but dropping to be almost negligible 14 days after HGD (Fig 2D). The concentration of mRNA follows a similar kinetics (Fig 2E) and protein levels are still high 14 days after HGD (Fig 2F).

On these grounds, animals developing DEN-induced HCC were transfected weekly by HGD with HA-*Gas1* to ensure steady levels of protein during the course of the experiment. The experiment was carried out in three groups of animals, 9 mice each. Animals from groups T (after tumor) and G (after *G* *as*1) received an intraperitoneal injection of DEN 15 days after birth, while those of the C (after control) group were injected with saline as a DEN-negative, control group. In a previous experiment, we detected that HCC was fully developed in DEN-treated animals between 30 and 35 weeks after birth. For this reason, HGD started in all groups at 28 weeks of age. Mice from group G were treated weekly with pcDNA3/CAG-HA*Gas1* until week 34 inclusive, while groups C and T were treated with the empty plasmid also administered by HGD. Thirty five weeks after birth, all the animals were sacrificed and their livers and lungs removed for analysis. The experiments were repeated twice. Histological studies were carried out in one of the experiments, but the PCR analysis of gene expression was repeated in both of them.

The *de visu* analysis of livers shows that all DEN-treated animals developed a large number of tumors; nevertheless, their size is reduced in animals overexpressing *Gas1*. The livers of 4 representative animals from groups T and G are shown in Fig 3A, together with that of a DEN-negative, control animal. The quantitative analysis of the data from all the animals is given in Fig 3B and 3C. The number of large tumors (>2 mm diameter) is significantly reduced following overexpression of *Gas1*, albeit the total number of lesions did not significantly differ between mice from groups T and G. In the 9 animals of group T a total of 319 tumors were counted, and 325 were found in those of group G (Fig 3B and 3C).

**Fig 3:**
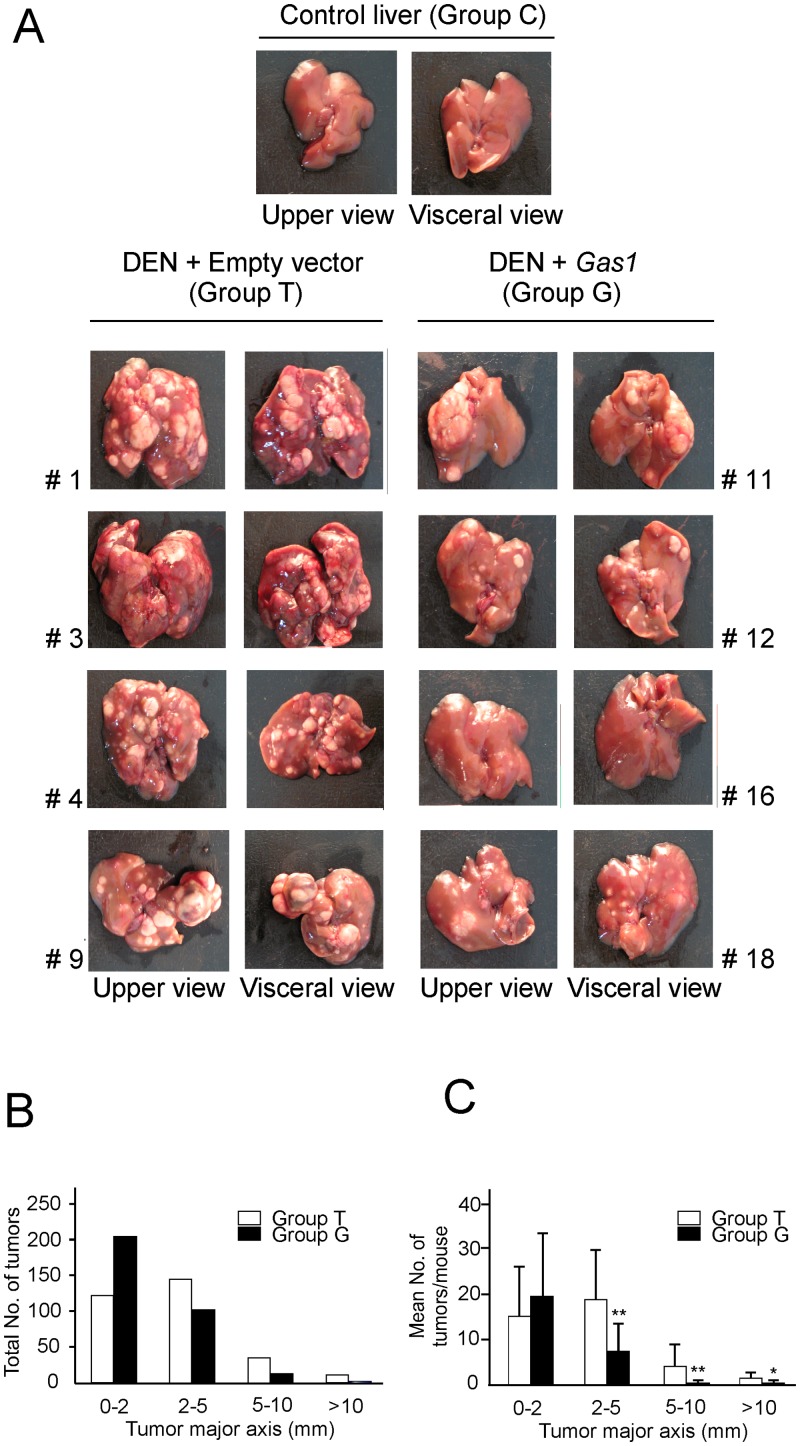
Effects of *Gas1* overexpression on the development of hepatocellular carcinoma. (A) Representative upper and visceral views of livers from animals of the three groups. (B) Total number of tumors present in the two major lobes of the livers of animals from groups T and G, arranged according to the length of their major axes. (C) Mean number of tumors per animal from groups T and G, arranged as in B. The bars represent the SD. **, p<0.05. *, p<0.1.

Histological studies were also carried out in the livers and lungs of all the animals. The analysis of livers allowed us to evaluate the grade of proliferating activity and malignancy of the different tumors. The sequential malignant transformation of hepatic cells after DEN treatment is shown, as an example, in S3 Fig. The examination of lungs was of interest because this organ is one of the main targets of HCC metastases [36] especially in DEN-induced carcinogenesis [34].

All the phases of malignant transformation, and even extensive necrotic areas were seen in the livers of the animals from group T (Fig 4). The livers of the animals transfected with *Gas1*, while developing DEN-induced HCC (group G) showed more normalized areas, although hyperplastic, adenomatous, and some carcinoma areas were still visible. As to the lungs, metastases were more frequent in animals from group T than in those from group G. The histological results referred to all the animals are summarized in Table 1, which shows that overexpression of *Gas1* after transfection by HGD is compatible with a reduction of the pathological manifestations of the HCC. The size of the sample does not allow an estimation of the significance of these results.

**Fig 4:**
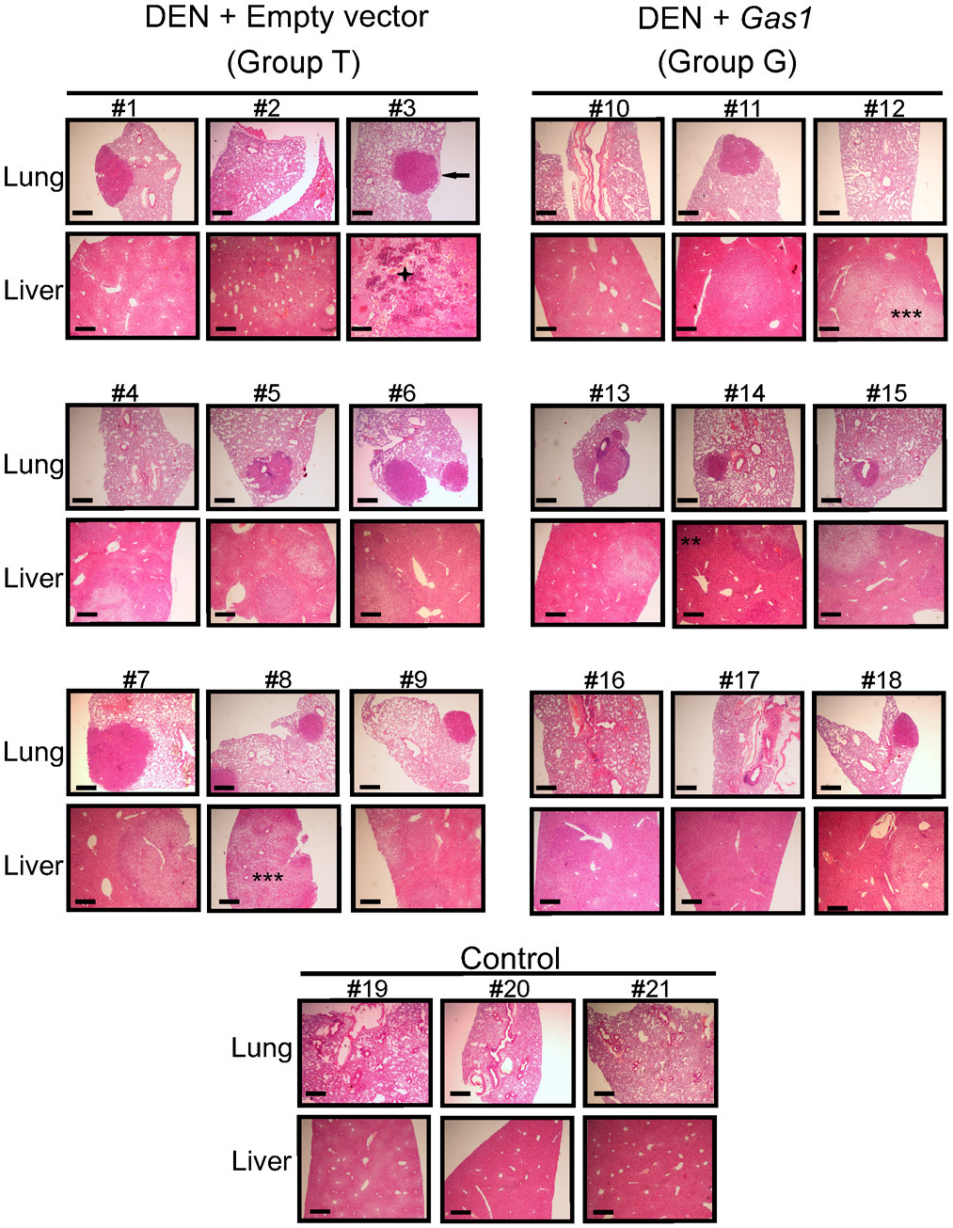
Histological analysis of livers and lungs. Representative sections of lungs and livers from all the animals of groups T and G and from 3 animals of group C are shown. As an example, the arrow points to a metastatic nodule in the lung of mouse No. 3. In the livers, examples of hyperplastic (*), adenoma (**), carcinoma (***), and necrotic (+) areas are indicated. The horizontal size bar corresponds to 200 μm. All the samples were stained with hematoxylin-eosin.

**Table 1:** Summary of the histological studies.

Pathological condition	Number of occurrences in DEN-treated animals transfected with	
	Empty plasmid (Group T)	*Gas 1* (Group G)
Hyperplasia	5/9 (56%)	7/9 (78%)
Adenoma	9/9 (100%)	7/9 (78%)
Carcinoma	9/9 (100%)	6/9 (67%)
Metastasis	7/9 (78%)	5/9 (56%)

### *In vivo* transfection of livers with *Gas1* partially restores the levels of gene expression

To determine the effects on gene expression in tumor-bearing animals after *in vivo* transfection with *Gas1*, a microarray analysis was carried out with RNA from the livers of animals from the three groups described above. 

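The files used here are the scanner output of 15 single-colour arrays, 4 of group C, 5 of group T and 6 of group G, each hybridised with labelled RNA of 1 liver sample. The paper's heatmap lists the same 15 arrays. According to the paper, group T and group G received DEN at day 15, HGD ran from week 28 to week 34, and the livers were taken at week 35. The sample records instead give an age of 10 weeks, and the paper's age is used here. The records name a TRIzol extraction and the paper's methods a spin-column kit. Each array held 59305 spots that are not controls. They carried 55681 different probes, 16251 of them for lincRNAs. The number of spots well above background was between 15707 and 27681 in group C (median 19820.5), between 19970 and 22638 in group T (median 20991) and between 18041 and 29765 in group G (median 25491). The authors deposited the intensity of each spot as Feature Extraction measured it, without normalization between arrays. After the paper's methods, the mean intensity of each spot was corrected for background with normexp (offset 50), put on the log2 scale and quantile normalized. Quantile normalization gives every array the same distribution, so that a shift of most genes at once would not be seen. Control spots and spots with an outlier flag were left out, and the probes of a gene were averaged, which left 22032 gene symbols. The arrays lay on 2 slides, and each slide held arrays of all 3 groups. Arrays 3 and 4 of group C carried the same RNA code, as did arrays 4 and 5 of group T. Over 8465 genes detected on all arrays, the SD of the log2 difference was 0.146 between the former and 0.143 between the latter. Other pairs of arrays had an SD of at least 0.291 in group C and 0.235 in group T, and spots of 1 probe within an array had an SD of 0.107 to 0.186. The arrays of each such pair were therefore averaged and counted as 1 mouse, which gives 3 mice in group C, 4 in group T and 6 in group G. The limit for this, a ratio below 0.7 to the next closest pair, was set before the data were examined. Each probe was centred before the probes of a gene were averaged, because a missing spot otherwise shifts the gene. That choice was made after values had been seen, and it decides the count of mice in group T. The ratio was 0.502 in group C and 0.609 in group T with centred probes. With a plain mean it was 0.675 and 0.702, so that arrays 4 and 5 of group T would be separate mice. Arrays 1 and 2 of group G, which carry different RNA codes, had 0.739 with centred probes and 0.688 with a plain mean. A ratio below 0.7 can thus occur between arrays of different RNA codes. Differences were tested with limma in 1 model of the 3 groups, and p-values were adjusted by the Benjamini-Hochberg method. The precision is limited by the small number of mice.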

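The array has 3 probes for Gas1, on chromosome 13 of mm9 at 60276399 to 60276458, 60277268 to 60277327 and 60278243 to 60278302. The mean log2 signal of Gas1 was 6.53 ± 0.20 (SD, n = 3 mice) in group C, 6.54 ± 0.09 (SD, n = 4) in group T and 6.61 ± 0.11 (SD, n = 6) in group G. Mice of group C lay between 6.30 and 6.67, those of group T between 6.41 and 6.61, and those of group G between 6.49 and 6.79. The log2 fold change of group G against group T was 0.08 (standard error 0.08, adjusted p = 0.768 from limma), which is within the spread between mice. The probes differed in sign, with 0.07, -0.14 and 0.29 in the order of their positions. The first was well above background on 11 arrays, the second on all 15 and the last on 5, none of these 5 in group T. The Gas1 signal thus does not tell group G from group T, and the groups are those of the sample records.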

The raw data are accessible in the GEO database (GSE63574). By comparing the data from group C with those of group T, we found that the expression of 698 out of the 20758 genes analyzed was significantly affected (p<0.05) as a consequence of the DEN treatment. 

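In the comparison of group T with group C, 525 of the 22032 genes had an adjusted p under 0.05, 268 of them higher and 257 lower in group T. At an unadjusted p under 0.05 there were 4463 genes. The mice of both groups did not overlap in 523 of the 525 genes. A random split of 3 and 4 mice separates a gene in this way in 5.71% of cases, and 4206 of all the genes tested were separated. The median change of the 525 genes was 0.52 on the log2 scale, and 70 of them changed more than 2-fold. In 52 genes no array of group C was well above background, and in 36 no array of group T. The count moved with the normalization, the test and the mice. With median scaling in place of quantile normalization limma called 2832 genes, 2818 of them higher and 14 lower in group T. The methods' t-test on the same mice gave 0 genes after adjustment. At an unadjusted p under 0.05 it gave 3846 genes when variances were taken as equal and 2961 when they were not. On all 15 arrays as separate mice it called 811 genes after adjustment with equal variances and 204 without. Both settings with 15 arrays were chosen after values had been seen. With all 15 arrays as separate mice limma called 1947 genes, the 525 among them. With slide as a term in the model, the arrays of 1 RNA code being a random block, it called 799. The count was 89 without the third mouse of group T and 761 without the first. The largest rise was in Tff3, from 6.81 ± 0.17 (SD, n = 3) in group C to 11.93 ± 1.00 (SD, n = 4) in group T, a log2 fold change of 5.12 (standard error 0.64, adjusted p = 0.00525, limma). Dnaic1 rose by 3.91 (standard error 0.31, adjusted p = 0.000259, limma) and Dbp by 3.72 (standard error 0.67, adjusted p = 0.0196, limma). The largest falls were in Ly6a, Pltp and Rdh16, with log2 fold changes of -3.16, -2.86 and -2.41. In Ly6a the spread within group C (SD 2.36, n = 3) was nearly as large as the change.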

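Group G was then compared with group T, first within the 525 genes that differed between group T and group C. Of these genes, 252 had an adjusted p under 0.05 when the p-values of limma were adjusted over the 525 genes alone, and in 251 of the 252 the change went back toward group C. Both comparisons share the mice of group T, so a gene that is high in group T by chance tends to fall in group G. In 100 simulated data sets in which group G equalled group T and both differed from group C, 62.2 genes on average passed the first step and 1.09 of them the second. Where no group differed, 0.05 genes passed the first step, too few to compare. The former simulation gave an effect to 129 genes, and both drew every gene independently. Genes that vary together within mice were not simulated, so these means can be too low. With the adjustment over all genes, 19 of the 525 passed. Over all 22032 genes limma called 28 between group G and group T, 6 higher and 22 lower in group G, and 2392 genes had an unadjusted p under 0.05. The plain t-test called 5 with equal variances and 1 with Welch's statistic. The largest rises among genes whose mice did not overlap were in Ctse, Dera (log2 fold change 0.85, standard error 0.12, adjusted p = 0.0336, limma) and Slc25a47 (0.83, standard error 0.07, adjusted p = 0.000581, limma). Slc25a47 was higher in group G than in group C also, by 0.49. The largest falls were in Dnaic1, which dropped by 3.11 on the log2 scale (standard error 0.26, adjusted p = 0.000563, limma), Hc and Sdf2l1. Sdf2l1 fell by 0.92 (standard error 0.15, adjusted p = 0.0449, limma). This call of Sdf2l1 was lost in 20 of the 33 other settings tried, that of Dera in 7 and that of Slc25a47 in 3.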

Then, the data from group T were compared with those of group G. In this way, we found that transfection of livers with *Gas1* significantly (p<0.05) affects the expression of 180 out of the above mentioned 698 genes (S4 Fig). Finally, the comparison of the expression level of these 180 genes with that of the same genes in the control animals revealed that the expression of 150 out of them was similar in groups G and C. These genes are listed in S2 Table. 

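Of the 252 genes, 212 had an adjusted p of 0.05 or more between group G and group C (limma, adjusted over the 252 genes) and are called restored here, a word that means only that no difference was detected. The mean of group G was nearer to that of group C than to that of group T in 194 of them, and 140 were higher and 72 lower in group T than in group C. With each mouse left out in turn, the count of restored genes lay between 15, without the second mouse of group C, and 368. Simulated data with group G equal to group T gave 0.56 restored genes on average, from 62.2 genes in the first step. As simulated genes vary independently, this can be too low. A regrouping of the real mice of groups T and G gave as many as 176 restored genes. Of the 150 genes of S2 Table, 149 had a symbol on the array, 98 higher and 51 lower in group T. In 147 of the 149 the mean moved back toward group C in group G. The change from group C to group T was called over all genes in 86 and adjusted over the list alone in 143. For group G against group T these counts were 15 and 140. The counts over the list alone are no independent evidence, because the paper chose the list on these samples. All 3 steps of the triangular study were passed by 81 of the 149 genes, and by 123 with the 15 arrays as separate mice. The median share of the difference between group T and group C that was left in group G was 25.4%.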

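To express the profile of a mouse as 1 number, the distance of its genes from the mean of group C was averaged in units in which the mean of group T is 100%. Over the 525 genes that differed between group T and group C, the 6 mice of group G had a mean of 56.6% ± 3.73 (SD, n = 6), between 51.5% and 61.3%. Mice of group T lay between 76.4% and 113% and those of group C between -4.21% and 7.54%. Group G differed from group T (two-sided exact permutation test, p = 0.00476) and from group C (two-sided exact permutation test, p = 0.0119), each the smallest p that these numbers of mice allow. Genes chosen for a difference between group T and group C place any other group between them. When no group differed in simulated data, the mean of group G over as many top genes was 57.3% (51.9% to 62.7%), and 73.9% (70.5% to 77.8%) when group G equalled group T. Over the 149 genes of S2 Table, which the paper chose on these mice, the mean of group G was 26.7% ± 5.83 (SD, n = 6). Hierarchical clustering of the mice used only genes with a value in every mouse. On 138 such genes of S2 Table, the 4 mice of group T formed 1 branch and all the others the second. On 499 that differed between groups T and C, the 3 mice of group C formed 1 branch, and groups T and G together the second. On 7917 detected on all arrays, mice 1 and 2 of group C stood apart from all the others.

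**Figure D1:**
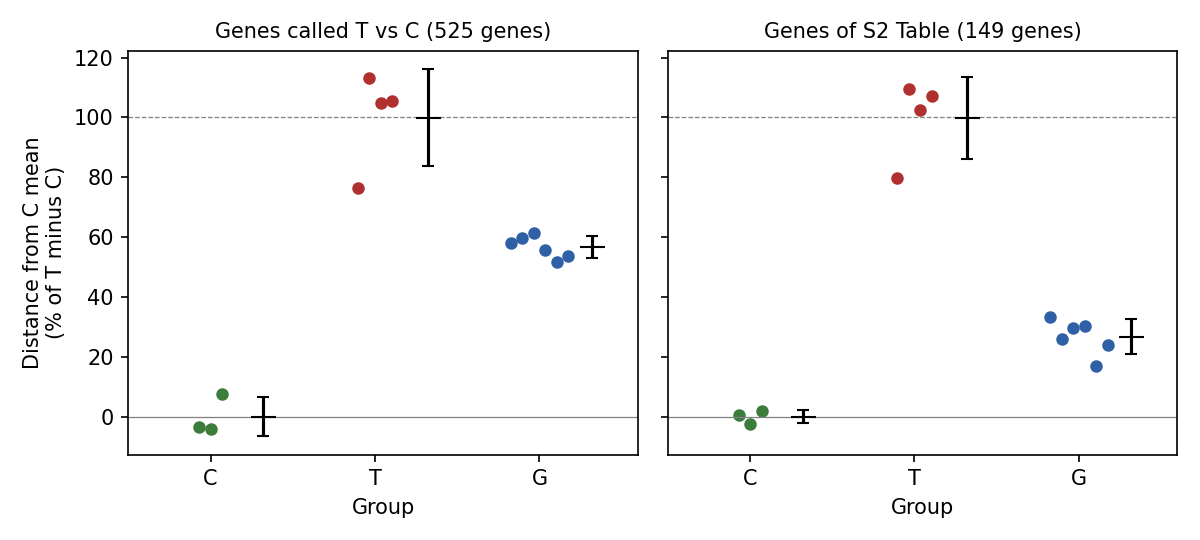
Distance of each mouse from the mean of group C, as a percent of the difference between the means of groups T and C, by group. Points are mice, and bars give the mean ± SD. Left, genes that differed between groups T and C, where group G lies between 51.5% and 61.3%. Right, genes of S2 Table, where group G lies between 17.0% and 33.3%.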

The results of this triangular study were summarized in S5 Fig. The heatmap (Fig 5) shows that mice treated with DEN and subjected to *Gas1* overexpression have a gene expression profile comparable to that of control, healthy mice, in contrast with those treated with DEN but transfected with an empty vector. This suggests that the gene expression profile in HCC-developing mice reverts towards physiological levels after *Gas1* overexpression.

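The root mean square difference between group means was taken over genes with a value in every mouse. Over 7917 such genes detected on all arrays it was 0.33 on the log2 scale between groups C and T. It was 0.27 between groups C and G and 0.23 between groups T and G. Over 499 such genes that differed between group T and group C these values were 0.84, 0.53 and 0.44. Of all 525 genes that differed, the mean of group G was nearer to group T in 318 and nearer to group C in 207. Group G differed from group C in 94 genes over all genes tested (limma), 39 higher and 55 lower in group G, and 2906 genes had an unadjusted p under 0.05. Of the 94 genes, 54 also differed between group T and group C. The log2 fold changes of group T against group C and of group G against group T had a correlation across all genes of -0.591, where genes are not independent replicates. Simulated data without a difference between groups gave -0.507 on average, from -0.566 to -0.463. From the genes whose difference from group T was significant and whose difference from group C was not, shown in Fig 5, the paper proposes that expression in these livers goes back toward physiological levels once Gas1 is overexpressed.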

**Fig 5:**
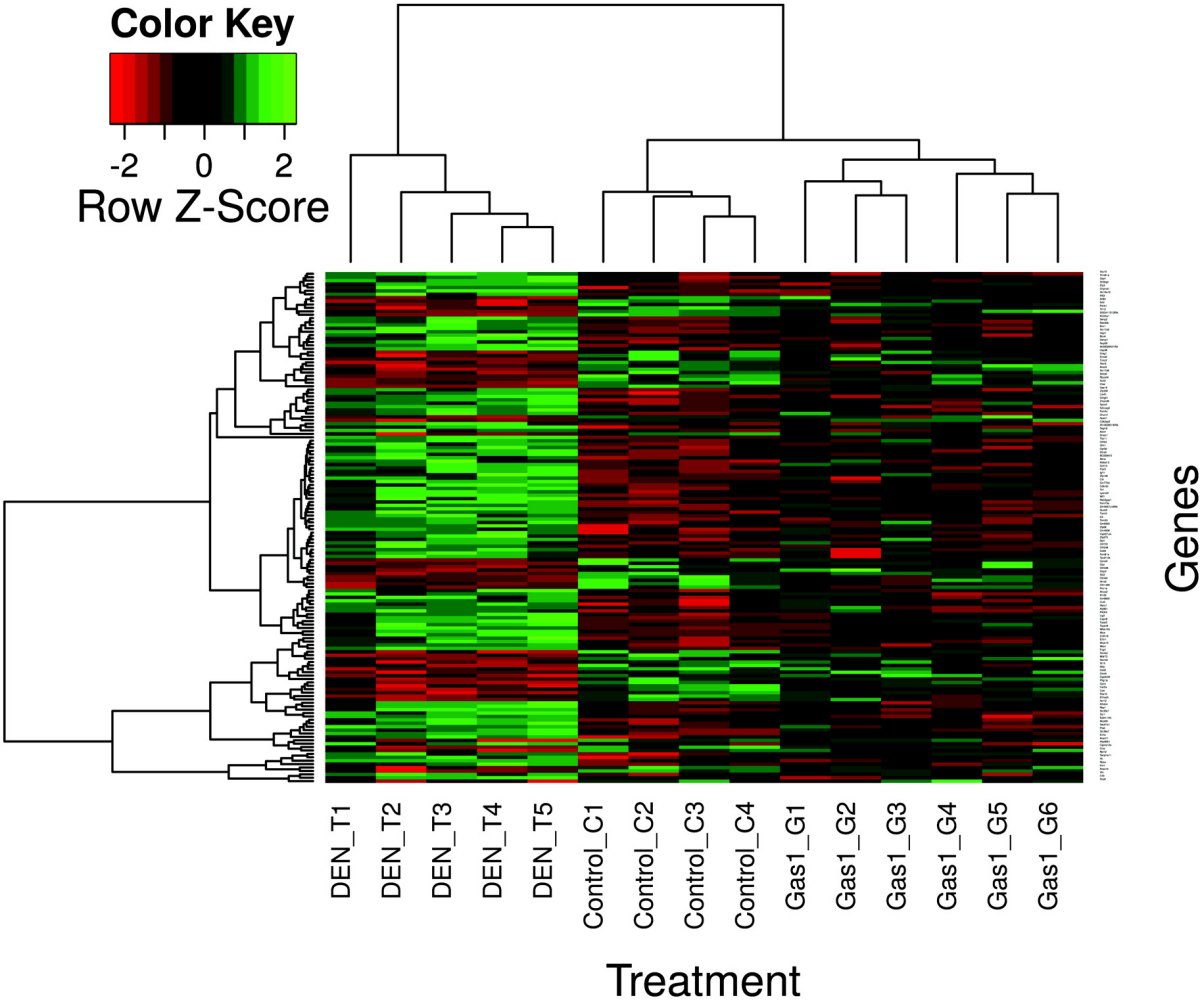
Effects of liver transfection with *Gas1* in restoring gene expression in DEN-treated animals. The heatmap shows the expression level of the genes up- or down-regulated in DEN-induced liver tumors, which reverts towards control levels (p>0.05) after transfection with *Gas1*.

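Among the genes of the heatmap, Capn8, Hc, Ick and Wif1 were higher in group T than in group C on the arrays. The Capn8 probe lies on chromosome 1 of mm9 at 184562310 to 184562369. It was not well above background on any array of group C and was so on 1 of the 6 arrays of group G. Its mean was 7.12 ± 0.46 (SD, n = 4) in group T, at least 1.7-fold that of group C. Such a limit sets the mean of the bright group against the weakest signal still called well above background in the other group, where the probe's own signal is not higher. Against group T, Capn8 fell by 0.90 in group G (standard error 0.20), with an adjusted p of 0.102 over all genes and of 0.00528 over the genes of the first step (limma). Hc, on chromosome 2 at 34838899 to 34838958, rose from 12.92 ± 0.54 (SD, n = 3) to 14.19 ± 0.03 (SD, n = 3 mice with a valid spot), a log2 fold change of 1.26 (standard error 0.22, adjusted p = 0.0248, limma). It was 12.64 ± 0.17 (SD, n = 4 mice with a valid spot) in group G, with an adjusted p of 0.0392 against group T (limma). Wif1, on chromosome 10 at 120537079 to 120537138, was well above background on all 5 arrays of group T and on none of groups C and G. Its mean in group T was at least 1.15-fold that of group C and at least 1.3-fold that of group G. Ick, on chromosome 9 with probes at 78012406 to 78012465 and 78014734 to 78014793, rose by 0.28 (standard error 0.07, adjusted p = 0.0495, limma). This call of Ick between groups T and C was lost in 26 of the 33 other settings tried, and that of Hc in 10. The call of Hc between groups G and T was lost in 15.

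**Figure D2:**
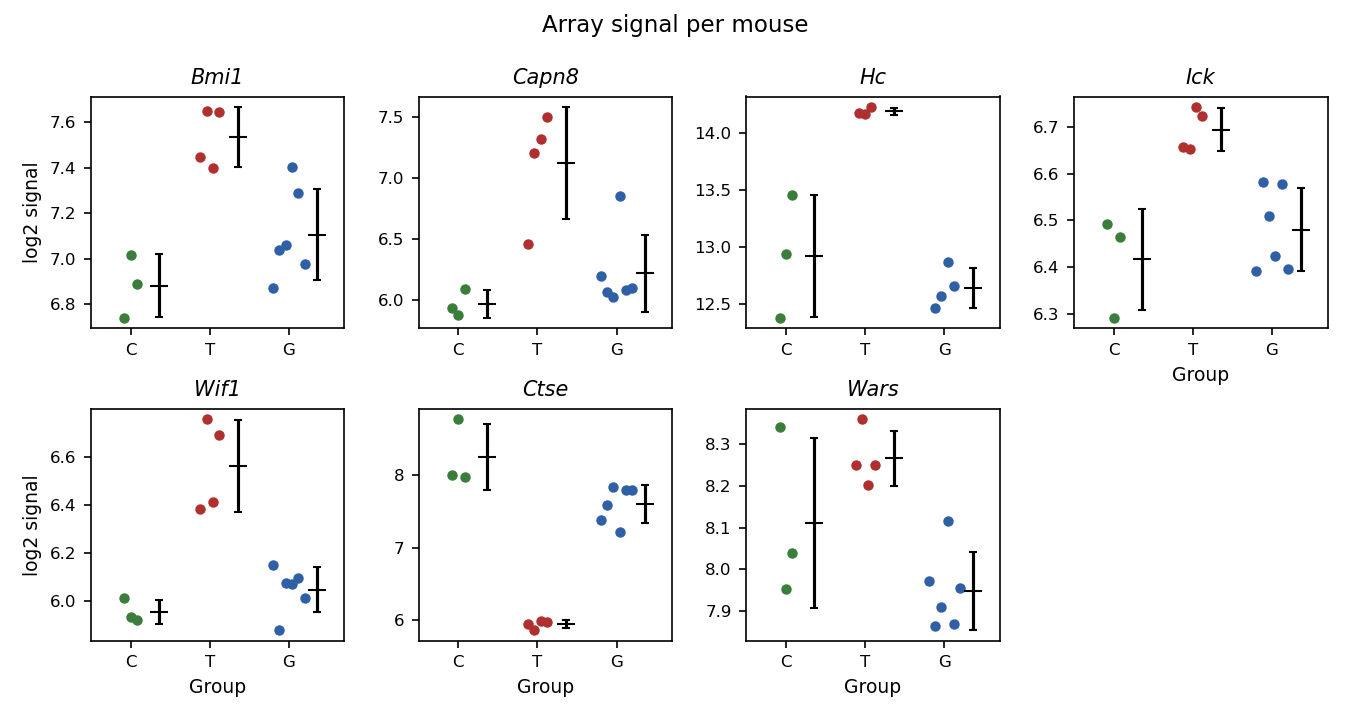
Log2 signal of 7 genes on the arrays in each mouse, by group. Points are mice with a valid spot, and bars give the mean ± SD. Arrays with a shared RNA code were averaged. The vertical axes differ between genes, and values near the bottom of the Ctse, Capn8 and Wif1 panels are not well above background.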

The results obtained in the microarray analysis were validated by qRT-PCR for some genes of particular interest (Fig 6). These include five genes up-regulated, and two genes down-regulated in tumors. In all the instances, their expression level is restored after *Gas1* transfection. The qRT-PCR analysis of Fig 6 also includes, as a control, the expression of *Arfrp1*, one of the genes unaffected by DEN treatment.

**Fig 6:**
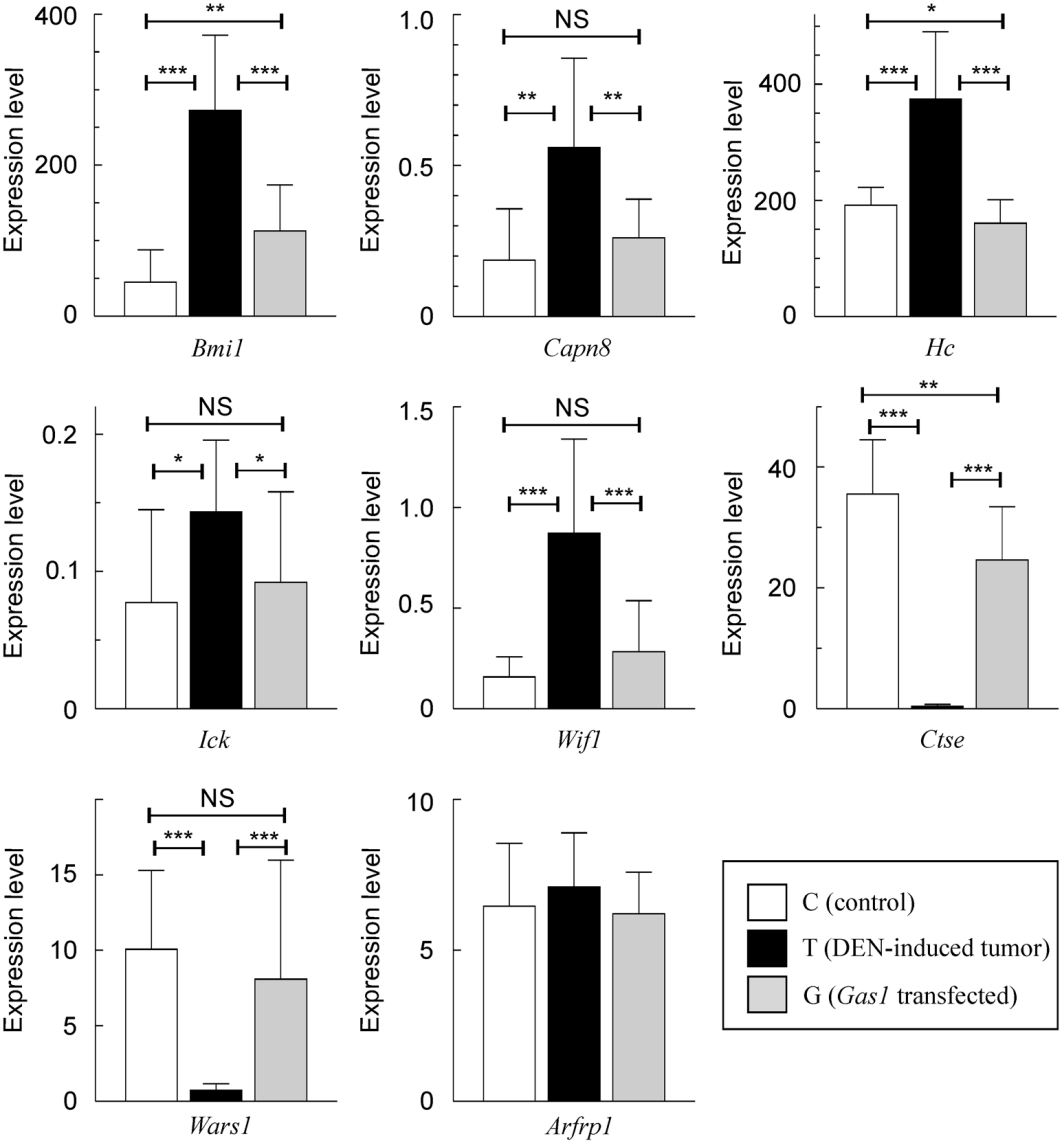
qRT-PCR validation of the expression of some of the genes shown in Fig 5. The analyses covered 5 genes up-regulated in tumors, 2 genes down-regulated and a control, unaffected gene. qRT-PCRs were run in triplicate and normalized relative to the β-actin expression for 4 control, 4 DEN-treated, and 6 DEN-treated plus *Gas1*-transfected animals as depicted in the lower-right inset. The values plotted are the mean ± SD of all the data. *, p<0.1. **, p<0.01. ***, p<0.001. NS non-significant.

## Discussion

In this study we used *in vitro* and *in vivo* murine models to understand the effects of *Gas1* overexpression on the development and metastatic potential of HCC. Transfection of Hepa 1–6 cells and live mice with HA-tagged *Gas1* under the control of the CAG promoter resulted in the proper expression of the gene and in the correct localization of its product to the plasma membrane (Figs 1A and 2). Overexpression of *Gas1* resulted in the inhibition of the proliferation of Hepa 1–6 cells, which did not progress to S phase (Fig 1E). Interestingly, the *Gas1*-induced cell cycle arrest is accompanied by the inhibition of *Ccne2* transcription (Fig 1G), although the present results do not allow us to establish a causal relationship between both phenomena. However, hepatoma cells add to other cell lines in sharing this effect of *Gas1* overexpression (see, for instance refs. [6,10,11,37,38].

Most importantly, the present study shows that the antiproliferating effects of *Gas1* on hepatoma cells can be extrapolated *in vivo*. DEN-induced HCC in mice was used as a model system, and livers were transfected by HGD to overexpress Gas1. The maximum reported efficiency of this procedure is 50% [39], although the normal values rank from 10 to 40% [35]. In our hands, values between 30 and 40% were systematically obtained. Although these values were obtained with a construct carrying the *lacZ* gene (pcDNA3.1/V5-His-TOPO/*lacZ*), the similarity in size of this plasmid with the one used to overexpress *Gas1* (pcDNA3/CAG-HA*Gas1*) allowed us to assume that the transfection efficiency is alike. Despite the fact that roughly two thirds of the liver cells did not overexpress *Gas1*, a noticeable reduction in the size of hepatoma foci was achieved, as shown in Fig 4. It has been described that overexpression of *Gas1* is able to reduce the tumor volume due to both, inhibition of cell proliferation and induction of apoptosis [11,18,40]. Further studies are needed to clarify whether either or both of these causes contribute to decrease tumor size in liver.

Histological studies facilitate the objective determination of the transformation grade of the liver tumors and, taking into account that lung is a primary target organ for metastatic colonization by HCC cells, the lungs of all the animals were also analyzed for metastatic foci. The results summarized in Table 1 show an excellent agreement with those given in Figs 4 and 5 in that, for instance, *Gas1* overexpression reduces the number of highly malignant lesions, while increases the number of just hyperplastic areas.

In addition to the *de visu* examination, we also analyzed the global gene expression in the livers of animals from the three groups described above, namely, control animals (C), DEN-treated, tumor-bearing mice (T) and tumor-bearing mice after liver transfection with *Gas1* (G). The results of the microarray analysis revealed that the expression level of 150 genes is restored after *Gas1* transfection (Fig 5). The expression changes in seven out of these 150 genes have been checked by qRT-PCR (Fig 6). Some of them have a special oncologic interest. For instance, *Bmi1* codes for a polycomb gene repressor and is overexpressed in human HCC. Interestingly, knockdown of *Bmi1* inhibits cancer cell growth *in vivo* [41], and it has been recently proposed that this gene may be a potential target for innovative treatments against human liver cancer [42]. Of note, *Bmi1* is clearly overexpressed in DEN-induced liver tumors, but transfection with *Gas1* restores its expression level. 

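On the arrays Bmi1 was measured by probes on chromosome 2 of mm9 at 18607531 to 18607590 and at 18607987 to 18608046. Its mean log2 signal was 6.88 ± 0.14 (SD, n = 3) in group C, 7.53 ± 0.13 (SD, n = 4) in group T and 7.11 ± 0.20 (SD, n = 6) in group G. The log2 fold change of group T against group C was 0.65 (standard error 0.12, adjusted p = 0.0209, limma), and every mouse of group T was above every mouse of group C. Group G was lower than group T by a log2 fold change of -0.43 (standard error 0.10). The adjusted p of this fall was 0.125 over all genes and 0.00646 over the genes of the first step (limma). One mouse of group G reached 7.40, as high as the lowest mouse of group T. The difference between groups G and C was 0.22 (standard error 0.11, adjusted p = 0.139 over the genes of the second step, limma). The first probe had a valid spot on 5 of the 15 arrays, and the second alone gave 0.67 between groups T and C. The call between groups T and C was lost in 9 of the 33 other settings tried, among them those without the first mouse of group C (0.58), with only the brightest probe and with cyclic loess normalization.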

The expression of *Ctse* dropped to negligible levels in the liver of DEN-treated animals, an effect that reverts after *Gas1* transfection. 

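The Ctse probe lies on chromosome 1 of mm9 at 133571990 to 133572049. It was well above background on all 4 arrays of group C and all 6 of group G, and on none of the 5 of group T. Its mean log2 signal was 8.25 ± 0.46 (SD, n = 3) in group C and 7.60 ± 0.26 (SD, n = 6) in group G. Group C was thus at least 3.96-fold and group G at least 2.53-fold above group T. The adjusted p was 0.000259 for group T against group C and 0.00109 for group G against group T over all genes (limma). Group G stayed below group C by a log2 fold change of -0.65 (standard error 0.18), with an adjusted p of 0.0305 over the genes of the second step and of 0.139 over all genes (limma). Ctse therefore does not count among the 212 genes called restored here, although the difference from group T was past the threshold. Every mouse of group G lay below every mouse of group C.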

Interestingly, cathepsin 8 induces growth arrest and apoptosis in tumor cells, but not in normal cells [43]. 

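The array lists Wars, the tryptophanyl-tRNA synthetase gene that is also written Wars1, with probes on chromosome 12 of mm9 at 110098245 to 110098304 and at 110104366 to 110104425. The gene's mean log2 signal was 8.11 ± 0.20 (SD, n = 3) in group C, 8.27 ± 0.07 (SD, n = 4) in group T and 7.95 ± 0.09 (SD, n = 6) in group G. The change between groups T and C was 0.15 (standard error 0.09, adjusted p = 0.358, limma), within the spread between mice. The probes disagreed. The first rose by 0.50 in group T (standard error 0.07, adjusted p = 0.0097, limma) and fell by 0.44 in group G against group T (adjusted p = 0.0287, limma). The second changed by -0.14 (standard error 0.13, adjusted p = 0.615) and by -0.20 (standard error 0.11, adjusted p = 0.563, limma). Neither probe was lower in group T than in group C past the threshold.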

A similar effect of *Gas1* transfection was observed in the expression of *Wars1*, a gene whose low expression has been correlated with poor prognostic in colorectal cancer patients [44].

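The hedgehog-related genes that the paper names were looked up on the arrays. Of these 13 genes, 11 were higher and 2 lower in group T than in group C, and 12 moved back toward group C in group G. The change between groups T and C was called in 7 of them over all genes and in 12 adjusted over the list alone, and that between groups G and T in 1 and in 12 (limma). The paper picked the list on these mice, so the second counts are not independent evidence. All 3 steps were passed by 6 genes, namely Bmi1, Ift122, Wif1, Ick, Cdkn2c and Slit2. Ift122 rose by 0.30 (standard error 0.06, adjusted p = 0.0231, limma). Cdkn2c was at least 1.08-fold higher in group T than in group C, where it was not well above background. Slit2 was at least 1.72-fold higher in group C than in group T, where it was not well above background. Cul5 rose by 0.40 (standard error 0.06, adjusted p = 0.0114, limma), and group G still differed from group C (adjusted p = 0.0215 over the genes of the second step). Igf1r, Akna and Ift52 had adjusted p values of 0.0529, 0.0546 and 0.0921 between groups T and C (limma). Cd40 was not well above background on any array, and Sulf1 on none of groups C and T. S2 Table lists Sulf2 and not Sulf1. Sulf2 was lower in group T by a log2 fold change of -0.61 (standard error 0.13, adjusted p = 0.0308, limma), rose by 0.50 in group G and passed all 3 steps. With the 15 arrays as separate mice, 12 of the 13 genes passed them.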

Thirteen out of the 150 genes whose expression level is restored after *Gas1* transfection, namely *Bmi1*, *Sulf1*, *Cd40*, *Ift122*, *Wif1*, *Igf1r*, *Rbp1*, *Cul5*, *Akna*, *Ick*, *Cdkn2c*, *Ift52* and *Slit2* are related in some way to the hedgehog signaling [45–64]. These genes include some of those analyzed by qPCR in Fig 6 (*Bmi1*, *Wif1* and *Ick*). As the hedgehog pathway has been implicated in the development of HCC and of colonic cancer stem cells, as well as in the epithelial-mesenchymal transition (for reviews, see [65, 66]), the present results support the idea that the tumor-suppressing activity of GAS1 may be mechanistically related to its participation in hedgehog signaling.

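Taken as a set, the 13 genes named by the paper were higher in group T than in group C, with a median log2 fold change of 0.29 and 11 of 13 genes higher (camera, adjusted p = 4.18e-06 over 28 tests). They were lower in group G than in group T, with a median of -0.19 and 3 of 13 genes higher (camera, adjusted p = 3.75e-06). Both held under fry (adjusted p = 1.76e-05 and 4.54e-05) and with an estimated correlation between genes (adjusted p = 0.00776 for both). As the genes were picked on these mice for such changes, the tests describe the list and are no independent evidence on the pathway.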

Gobeil *et al*. [67] have reported, after a genome-wide shRNA screening analysis, that *Gas1* meets the criteria to be considered a melanoma metastasis suppressor gene. Specifically, a decrease in the expression of the gene increases the metastatic potential of melanoma cells, while does not affect the primary tumor growth. Our results clearly show that *Gas1* negatively affects the progression of HCC, but we do not yet know whether the reduction in the number of lung metastasis is simply a consequence of the action of GAS1 on primary liver tumors or it may also imply a metastasis suppressor role.

As far as we know, no reports have appeared in the literature concerning the changes in the levels of *GAS1* expression in human liver between healthy individuals and patients from HCC or other liver pathologies. These data will be very valuable to explore the potential of this gene for both prognostic studies and therapeutic protocols. Moreover, further research is required to explore the mechanisms by which this gene plays a tumor suppressor role. However, the present results are interesting and novel because they show for the first time that this role can be applied *in vivo* to a common and highly malignant neoplasia as HCC. Although the tumor suppressor effects of *GAS1* had been previously reported in cell cultures or in xenograft models, this is the first work in which the suppressor activity of murine *Gas1* is reported for primary tumors *in vivo*. Recent advances in the design of safe vectors for transgene delivery (reviewed in [68]) may result in extrapolating our results to humans and so a promising field of research emerges in the area of hepatic, neoplastic diseases.

## Supporting Information

S1 Fig Transfection of Hepa 1–6 cells. (A) Flow cytometry analysis of Hepa 1–6 cells after transfection with pIRES GFP/HA plasmid. On the left, signal from control, non-transfected cells; on the right, GFP fluorescent emission after transfection. (B) Luciferase assay in Hepa 1–6 cells transfected with pCMV.lux and pCAG.lux plasmids. Three independent transfections were performed in triplicate and the 9 values of relative luciferase units (R.L.U.) were normalized to total protein and averaged. Bars mean SD. (C) Western blot to detect the product of using anti-GAS1 and anti-HA antibodies.
(PDF) Click here for additional data file.

S2 Fig Transfection of livers by HGD. (A) Efficiency of HGD. Mice were subjected to HGD with either empty vector or with a β-galactosidase-expressing plasmid. Frozen sections from the left lateral lobes were subjected to X-Gal staining, counterstained with hematoxylin and analyzed to estimate the transfection efficiency. (B) Bioluminescent live imaging of animals subjected to HGD with vectors expressing the luciferase gene under the control of either the CMV or CAG promoters. As a control, a group of animals was subjected to HGD with an empty vector. (C) Photon emission quantification of the animals shown in (B).
(PDF) Click here for additional data file.

S3 Fig Progression of a normal liver towards HCC after DEN treatment. Hematoxylin-eosin stained sections of livers from normal and DEN-treated mice are shown. The magnification is indicated by the bars: top row, 125 μm; middle row, 50 μm; bottom row, 12.5 μm.
(PDF) Click here for additional data file.

S4 Fig Effects of liver transfection with *Gas1* on gene expression. The heatmap shows the expression level of the genes up- or downregulated in DEN-induced liver tumors, whose expression changes significantly (adjusted p<0.05) after transfection with *Gas1*.
(PDF) Click here for additional data file.

S5 Fig Summary of the triangular study analyzing the results of the microarray experiment. The expression level of the 20,758 genes of the microarray in control animals (Group C) was first compared with that of the DEN-treated, tumor-bearing animals (Group T) to find that the expression of 698 genes had significantly (p<0.05) changed. Then the expression level of these 698 genes was compared with that found in animals from group G (transfected with *Gas1*), and a significant change (p<0.05) in the expression of 180 genes was detected. Finally, the expression level of these 180 genes was compared with that in control animals to find that in 150 genes the levels are similar in both groups G and C (p≥0.05).
(PDF) Click here for additional data file.

S1 Table Primers used for PCR. (DOCX) Click here for additional data file.

S2 Table Genes whose expression is restored in livers of DEN-treated animals after *Gas1* overexpression. The 150 genes whose expression is restored after liver transfection with *Gas1* list shows the comparison of the expression of 150 genes with that of the control animals.
(DOCX) Click here for additional data file.

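S2 Table gives 1 adjusted p for each gene, for the comparison of group G with group C. The list holds genes that had passed the first 2 steps of the triangular study and whose p in this comparison was not below the threshold. A high value therefore means that no difference was detected with these mice. The paper's values in S2 Table lie between 0.176 and 0.979. From limma over all genes, 0 of the 149 genes found on the array differed between groups G and C, with 25 at an unadjusted p under 0.05. With the adjustment over the genes of the second step, as used here in the last step, 4 of them differed. As the list was chosen on these samples for no such difference, low counts were largely fixed in advance. The median difference between groups G and C was 0.10 in size on the log2 scale, against 0.42 between groups T and C. The means of groups G and C were nearer to each other than those of groups G and T in 142 of the 149 genes. Across genes, which are not independent replicates, the p of limma before adjustment and the adjusted p of S2 Table had a Spearman correlation of 0.674. With the p of the equal-variance t-test on 15 arrays as separate mice the correlation was 0.746. Of the 149 genes, 95 were detected on all 15 arrays and 6 were not well above background on any array.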

# Supplementary material for: Growth Arrest Specific 1 (Gas1) Gene Overexpression in Liver Reduces the In Vivo Progression of Murine Hepatocellular Carcinoma and Partially Restores Gene Expression Levels
**Source:** PLoS One. 2015 Jul 10;10(7):e0132477. doi: 10.1371/journal.pone.0132477
**Supplement:** S1 Table

**Supplementary table I. Primers used for PCR**

| Gene | | Primer sequence | |
| --- | --- | --- | --- |
|  |  | forward reverse | |
| **Semiquantitative PCR** | | | |
| *HAtag-Gas1* | ATGGCCTACCCCTACGACGTG | | TCGCACACGCAGTCGTTGAG |
| *18S rRNA* | TGGTTGATCCTGCCAGTAGC | | CTCTCCGGAATCGAACCCTG |
| *CycE2* | TCTGGCGGTGAGGAGAGGTTTC | | ATGCAAGGGCTGATTCCTCCAG |
| **RT-PCR** | | | |
| *CycE2* | TTGGAATGGGATGACATCTCG | | AACAAAAGGCACCATCCAGTCT |
| *18S rRNA* | CACGGCCGGTACAGTGAAA | | AGAGGAGCGAGCACCAA |
| *Ctse* | AGGAGTGACCCCAGTGTTTG | | CATAGCCTCCGAAAGTCAGC |
| *Wars1* | TACTCAAGGGGAGCTCGTGA | | GTGGCTGAGGTGCATGTTTC |
| *Hc* | GAAGCAGGAAACCATTGGAA | | GCTCACCACCCCTTGTTTTA |
| *Wif1* | AGGCGAGAACTTCACAAGCA | | CTCTTCTCCGAGCCATGGTG |
| *Capn8* | AGGACTTCGAGACCCTGAGAA | | GGTCCAAGATCCCTGTAGCC |
| *Bmi1* | GCCTTCACTGTAACGTCTGGA | | ACTGAGACTTGGAGGGGTCA |
| *Ick* | GTGACTGTGCAGTTTAGTCGC | | GACAGGCTGATTGACCCCAA |
| *Arfrp1* | TGCAGTCTTTGTGGGACAAG | | CAGTGCTTCACTCGAAACCA |
| *β-actin* | GCTACAGCTTCACCACCACA | | TCTCCAGGGAGGAAGAGGAT |

# Supplementary material for: Growth Arrest Specific 1 (Gas1) Gene Overexpression in Liver Reduces the In Vivo Progression of Murine Hepatocellular Carcinoma and Partially Restores Gene Expression Levels
**Source:** PLoS One. 2015 Jul 10;10(7):e0132477. doi: 10.1371/journal.pone.0132477
**Supplement:** S2 Table — The 150 genes whose expression is restored after liver transfection with Gas1 list shows the comparison of the expression of 150 genes with that of the control animals.

**Supplementary table II. Genes whose expression is restored in livers of DEN-treated animals after *Gas1* overexpression. The list shows the results of the comparison of the expression with that of the control animals.**

How the deposited data were processed for this re-analysis (not part of the article)

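Liver RNA of 3 groups of mice was measured on single-colour microarrays with 62976 spots each. Group C received saline and the empty plasmid, group T received DEN and the empty plasmid, and group G received DEN and the Gas1 plasmid. The samples and their groups were taken from the sample records and checked against the heatmap of Fig 5. There were 15 arrays, 4 of group C, 5 of group T and 6 of group G, on 2 slides that each held arrays of all 3 groups. All 15 columns could be assigned to a group.

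The authors deposited the scanner output of each array, which gives the intensity of every spot and of its local background, as extracted by Feature Extraction and without normalization between arrays. They also deposited the other flags of that software, which mark a spot as well above background, saturated or an outlier against its neighbours. The authors' table for the whole series holds log2 values after normexp background correction and quantile normalization. The offset of their normexp step is not stated in the paper's text. Its lowest value, 5.65, lies near 5.64, the log2 of an offset of 50. The intensity that the software itself had background-subtracted and detrended was used in 1 alternative only.

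From the deposited intensity, the values were rebuilt after the paper's methods. The mean signal of each spot and the median of its background were corrected with normexp (offset 50, fitted on all spots), put on the log2 scale, and quantile normalized over the 59305 spots that are not controls. The 3671 control spots were left out, and spots with any of the outlier flags were set to missing, which were between 218 and 3692 spots per array. No spot was saturated. Spots of 1 probe were averaged. Each probe was then centred on its own mean, the probes of 1 gene symbol were averaged, and the mean level was added back. The centring was chosen after values had been seen, because a missing spot otherwise shifts the gene by the difference in level between its probes. This left 22032 gene symbols from 29522 probes. The 16251 lincRNA probes were analysed one by one, and 9908 probes with neither a gene symbol nor a lincRNA position were left out. No filter on dim probes was applied in the main setting. Against the authors' table, the median absolute difference of the gene values was 0.0029 and 99.2% of them lay within 0.05. Gene names are those of the array design. Of the symbols, 18911 match a current RefSeq symbol and 2255 match only an older name. Probe positions are those the files give for mm9, and other builds were not used.

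As single-colour arrays have no read depth, the number of spots well above background was taken as the measure of signal. It was between 15707 and 29765 per array. A probe that was not well above background on any array of a group has only a limit there. Its fold is given as "at least", the mean of the bright group against the weakest signal still called well above background on the arrays of the dim group, or against the probe's own signal where that is higher. Where both groups lack such a signal, a log2 difference is one between values near the background and is not taken as a fold. The precision is limited by the number of mice.

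Arrays 3 and 4 of group C carry 1 RNA code, and so do arrays 4 and 5 of group T. A rule set before the files were read averages such a pair when the SD of its log2 differences over the 8465 genes detected on all arrays is below 0.7 times that of the next closest pair of its group. With centred probes this held in both groups and gave 13 mice. With the plain mean of the probes it would hold in group C alone, and those counts are given with the other alternatives.

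Differences between groups were tested with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for the tables), with lmFit on 1 mean per group, contrasts for T against C, G against T and G against C, and eBayes without trend. The p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. The triangular study of the paper was followed in its 3 steps. The paper's text does not state over which genes its p-values were adjusted, so that scope is a choice made here. Genes that differ between T and C were taken first, then those of them that differ between G and T with the adjustment over the first set alone, and last those of the second set that do not differ between G and C with the adjustment over the second set alone. Per mouse, an index gives the mean signed distance from the mean of group C over a set of genes, as a percent of the difference between the means of T and C, and was compared between groups with exact permutation tests. Sets of genes were tested with camera (correlation between genes 0.01), with fry and with an estimated correlation beside it. The 14 lists, all written before any value was seen, cover the acute phase response, the circadian clock, endoplasmic reticulum stress, exocrine pancreas, female-biased and male-biased liver genes, core hedgehog genes, the hedgehog genes named by the paper, leukocytes, liver tumour markers, PPAR alpha targets, proliferation, red blood cells, and stellate cells with fibrosis. A list needed at least 5 genes on the array, and the p-values were adjusted over 28 tests. The paper's text names the multtest package, and a plain t-test as that package computes it was run as an alternative.

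The genes named in the text follow a rule written at the same time as the tests. They are every gene the paper names for these arrays, and for T against C and for G against T the 3 genes with the highest and the 3 with the lowest log2 fold change among those past the threshold whose mice do not overlap. Genes named outside this rule were chosen after their values were seen. These are Sulf2, the clock genes, the genes of the lists, and the genes and lincRNA probes named in the closing section.

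Besides leaving out each of the 13 mice in turn, 16 alternatives had been set in advance. They cover how repeated arrays are counted, the offset, the normalization, the authors' table, a filter on dim probes, the choice of probe, the test, the groups in the fit, slide, replicate number and the scope of the adjustment. For the gene lists, fry, an estimated correlation and the 15 arrays were set as well. A further 5 were added after values had been seen. These are the plain mean of probes, with both pairs averaged or the pair of group C alone, outlier flags of the spot without those of its background, and the t-test on 15 arrays with either variance. The number of splits in a test of regrouped mice was at most 100, and 100 simulated data sets without a difference between groups, or with G equal to T in genes that differ from C, were put through the same steps for comparison.

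The tests were tested on simulated data with 22031 genes and 13 mice. Of 200 genes changed by 1 on the log2 scale between T and C, limma recovered 91%, with 8 false calls among 190. The t-test recovered 69.5% with equal variances and 40% with Welch's statistic. Of 100 genes simulated as restored, limma recovered 92%.

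The qRT-PCR, histology, tumor counts and cell culture of the paper have no arrays and were not analysed here. Results of some single genes are not reported here.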

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

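The genes whose mice were examined for a far value were fixed by the rule given above, and the tests of the splits of mice were planned. The 15 lincRNA probes and the 40 genes were looked at further only after their counts were seen, and the clock genes after the value of Dbp was.

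In 6 of 68 groups of mice tested, 1 mouse lay far from the others by Dixon's criterion, which chance alone does in about 1 of 20 groups. Igf1r was 6.497 in mouse 4 of group T against 6.289 to 6.317 in the other 3. Slit2 was 5.991 in mouse 1 of group T against 6.169 to 6.197. Cdkn2c was 5.977 in mouse 4 of group G against 6.128 to 6.194. Capn8 was 6.853 in that same mouse against 6.031 to 6.198. Dera was 7.847 in mouse 6 of group G against 7.505 to 7.617, and Slc25a47 was 12.17 in the third against 11.96 to 12.02 in the other 4 with a valid spot. Each of these genes has 1 probe. In Slit2 no array of group T was well above background, and Cdkn2c was so on 2 of the 6 arrays of group G, so that the far values of these genes lie near the limit of detection and may be noise of dim spots. Slit2 kept its call between T and C without mouse 1 of group T (adjusted p = 0.0199, limma), and without mouse 4 of group G the log2 fold change of Cdkn2c between G and T was -0.30. The far value of Igf1r is no noise of 1 array, since that mouse is the mean of a pair of arrays with 6.55 and 6.44. No array of group C was well above background for Igf1r, which was not called between T and C with that mouse (adjusted p = 0.0529) or without it (adjusted p = 0.126, limma).

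Capn8 was well above background in group G only in the fourth mouse. With it the fall of Capn8 between groups T and G was -0.90 with an adjusted p of 0.102 (limma). Without it the adjusted p was 0.0488, but no other array of group G was well above background, so that the fall is then only one to the background. Over the other settings the adjusted p lay between 0.0150 and 0.442. A mixed sample or a tumor nodule in the piece of liver taken is a candidate explanation that was not tested for this mouse alone, and the design gives no biological factor within group G. In the same mouse Cdkn2c was lower and not higher than in the other mice, but near the limit of detection, so it decides little. Of better detected genes, that mouse was the nearest of group G to group T in Dnaic1 (8.35), Pltp (7.90) and Ctse (7.21). It was the farthest from group T in Ift122 (6.40). Its index over the 525 genes was 55.6%, within the 51.5% to 61.3% of group G. These values leave the explanation open. Dera and Slc25a47 kept their calls between G and T without the far mouse, with log2 fold changes of 0.80 and 0.79 and adjusted p of 0.0399 and 0.0015 (limma). The sixth mouse of group G is the array on which the scanner software asked for its quality to be evaluated. No batch was found that separates it, as all 3 groups lie on both slides.

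Among the lincRNA probes, which the paper does not report on, 15 of 16251 differed between groups T and C (limma, adjusted over these probes), 5 higher and 10 lower in group T. Of the 15, 14 were well above background on at least 3 arrays. A pair of probes at chromosome 6 of mm9, 122741562 to 122743423 on the reverse strand, fell by 1.06 (adjusted p = 0.0187) and by 1.10 (adjusted p = 0.0313). A second pair lies on chromosome 16, at 43623581 to 43642715 and 43635730 to 43639104, and rose by 0.72 and 0.56 (adjusted p = 0.0465 for both). Between groups G and T no lincRNA probe was called by limma, with 1169 at an unadjusted p under 0.05 and a smallest adjusted p of 0.396. With either t-test the count was 0 as well. The count between groups T and C depended on the setting. It was 118 with probes well above background on at least 3 arrays. With the processed signal it was 1172, of which 1152 were lower in group T, and with cyclic loess or offset 0 it was 0. It was 0 without mouse 2 of group C, and also without mouse 2, mouse 3 or mouse 4 of group T. Without the third mouse of group C it was 265. Slide as a term gave 142. The genes that these probes might belong to were not looked up, and DEN and tumor cannot be separated in the contrast of T with C.

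In 40 genes group G differed from group C while group T did not, 20 higher and 20 lower in group G. In all 40 the change between T and C went in the same direction, and 0 of the 40 were called between groups G and T, which is the test of the difference itself (limma). The largest rise was in Pck1, with a log2 fold change of 1.96 against group C (adjusted p = 0.0495, limma), where group T had 1.23. Gm14391, Gm14326, Gm14440 and Gm14435 rose by 1.11, 0.97, 0.97 and 0.96. Their names run together and the probes may detect related transcripts, which was not tested. The calls between G and C depend on single mice and on the normalization. All calls between G and C, 94 in number, became 0 without mouse 3 of group G, 182 without the third of group C, 0 with offset 0 or median scaling, and 3 with cyclic loess. Of 84 splits of these mice, 2 gave a count as large as the real one, the other with 185 being the first 3 mice of group G against the rest, which is no split by slide. A count of 94 was thus rare among the splits. As the other split gave 185, a pattern among these mice other than the groups stays open. The larger number of mice in group G makes a call more likely there than in the contrast of T with C. Food intake and time of death act on Pck1 and are not recorded. The clock genes described under the other observations separated group G from group C too (two-sided exact permutation test, p = 0.0119), while T against C gave 0.0571, so that a difference in time of day stays open, as does one from Gas1, DEN or the tumors.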

How the results depend on the processing

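The plain mean of probes, the spot flags alone and the t-test on 15 arrays were chosen after values had been seen, and all other settings were planned. Counts are given in the order of the triangular study, as genes that differ between T and C (525 in the main setting), those of them that differ between G and T (252) and those restored (212), and then as genes that differ between G and T over all genes (28), between G and C (94), restored genes of S2 Table (81), restored hedgehog genes (6) and lincRNA probes that differ between T and C (15). The cause of a change was not tested unless stated.

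Counting the repeated arrays as mice raised the counts. With the 15 arrays as separate mice they were 1947, 692, 647, 263, 342, 123, 12 and 406, and all 525 genes of the main setting were among the 1947. That setting enters both arrays of each pair with a shared RNA code as separate mice. With the arrays of 1 RNA code as a random block there were 909 genes between T and C and 337 restored. There were 94 between G and T, 220 between G and C and 207 lincRNA probes. With the plain mean of probes and the pair of group C alone averaged, as the rule on repeated arrays gives for those values, the counts were 1163, 487, 468, 153, and 10 restored hedgehog genes and 263 lincRNA probes. The count of mice in group T thus hangs on the centring of probes. With both pairs averaged, the plain mean gave 459 genes between T and C and 187 restored, within 1.5 times of the main counts, as all results did there.

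The normalization and background correction moved them both ways. Offset 0 gave 222, 115, 73, 4, 0 and 35 for the first 6 counts and 0 lincRNA probes. Of its 222 genes 137 were higher and 85 lower in group T, 61.7% against 51% in the main setting. The processed signal gave 56, 46, 10, 3, 1, 3, 1 and 1172, and shifted the median of all genes between T and C by -0.396. Median scaling gave 2832, 56, 54, 8, 0, 18, 2 and 8, with a median shift of 0.12. Of its 2832 genes 2818 were higher and 14 lower in group T, 99.5% higher, so that direction under this scaling is that of the whole array, and only 175 of the 212 restored genes moved back. Cyclic loess gave 197, 132 and 74 in the study's steps, 3 genes between G and C, 37 of S2 Table, 2 hedgehog genes and 0 lincRNA probes, and its calls between T and C shared 193 with the main ones. With only probes well above background on at least 3 arrays there were 65 genes between G and T and 118 lincRNA probes, and with the brightest probe 43 genes between G and T. In every setting other than median scaling at least 208 of the 212 restored genes moved back toward group C.

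Among the tests, on 13 mice the plain t-test gave 0, 0, 0, 1, 0, 0, 0 and 0 with Welch's statistic. With equal variances it gave 0, 0, 0, 5, 1, 0, 0 and 2. On simulated data of the same size both made calls, but there each changed gene had an effect of 1 on the log2 scale. The median change of the 525 genes was 0.52, so that the size of the groups stays open as the reason. On 15 arrays Welch's statistic gave 204, 67, 41, 7, 9, 26, 3 and 8. With equal variances it was 811 genes between T and C, 16 between G and T, 23 between G and C, 10 hedgehog genes and 70 lincRNA probes. An intensity trend in limma gave 16 genes between G and T, 46 between G and C and 4 lincRNA probes. With only the compared groups in the fit there were 96 genes in step 2, 58 restored, 11 between G and T, 47 between G and C, 46 of S2 Table and 240 lincRNA probes. Adjusting steps 2 and 3 over all genes left 19 and 18. Among gene lists, 11 of 28 tests were past the threshold with camera, 6 with fry and 4 with an estimated correlation.

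With slide as a term there were 799 genes between T and C, 80 between G and T, 166 between G and C, 142 lincRNA probes between T and C and 1 between G and T. With the replicate number as a block over 15 arrays there were 1581, 559, 477, 170 and 326 for the first 5 counts and 408 lincRNA probes. The numbers do not pair the samples. Of 13 same-numbered pairs of arrays, 4 had a correlation of deviations over 0.1, in a range from -0.312 to 0.262.

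Leaving out 1 mouse at a time moved the count between T and C from 89, without mouse 3 of group T, to 761, without mouse 1. Step 2 ranged from 54 (mouse 3 of T) to 485 (mouse 1 of T) and the restored genes from 15 (mouse 2 of C) to 368 (mouse 1 of T). Genes between G and T ranged from 5 (mouse 2 of T) to 127 (mouse 1 of T), genes between G and C from 0 (mouse 3 of G) to 182 (mouse 3 of C), restored genes of S2 Table from 13 (mouse 2 of C) to 85 (mouse 6 of G), and hedgehog genes from 2 (mouse 1 of C) to 7 (mouse 3 of G). Between T and C the lincRNA probes ranged from 0 (mouse 2 of C, and mouse 2, 3 or 4 of T) to 265 (mouse 3 of C). Between G and T they ranged from 0 to 3 (mouse 1 of T).

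The index of group G was 73.96% under median scaling and did not differ from group T there (exact permutation p = 0.0857). In the other settings it differed from group T, mostly at the smallest p the mice allow. As genes chosen for a difference between T and C place any group between them, 57.3% in simulated data without a difference, this is no evidence of stability. Without single mice it lay between 47.83% (mouse 1 of T) and 68.25% (mouse 3 of C). No index exists for the t-test on 13 mice, which called no genes. With the brightest probe and the plain mean over both pairs the lincRNA probes were not fitted again, because their values do not change. The authors' table and the spot flags alone kept all counts within 1.5 times of the main ones.

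Directions of single genes changed in some settings. Gas1 between T and C (0.0055) was -0.0012 with 15 arrays, also under both t-tests there, -0.0026 with offset 0, -0.52 with the processed signal and -0.024 with cyclic loess. Without single mice it lay between -0.11 (mouse 1 of C) and 0.076 (mouse 2 of C). Between G and T Gas1 was -0.14 with the brightest probe. Sulf1 between T and C was -0.86 with the processed signal and -0.010 with the brightest probe or the probes well above background, and lay between -0.016 (mouse 2 of C) and 0.081 (mouse 1 of C) without single mice. With the processed signal Cd40 was -0.038 and Ccne2 -0.70 between T and C. As no array of groups C and T was well above background for Sulf1, Cd40 or Ccne2, these are differences between values near the background and no folds. Actb, the reference gene of the paper's qRT-PCR, was -0.11 between T and C in the main setting and 0.22 with the processed signal, 1.09 with median scaling, past the threshold there (adjusted p = 0.0286, limma), and 0.22 with the authors' table. Between G and T it was -0.31, -0.25, -0.0027 and -0.020 with the processed signal, median scaling, cyclic loess and the replicate block. Without single mice Actb ranged from -0.23 (mouse 3 of C) to 0.020 (mouse 2 of C), and from -0.0025 (mouse 6 of G) to 0.14 (mouse 4 of G). With median scaling Ift52 was 0.53, Arfrp1 0.078 and Slc25a47 0.66 between T and C, relative to a median of 0.12. Dbp between G and T lay between -0.028 (mouse 1 of T) and 0.84 (mouse 2 of T). Of the gene lists, leukocytes between T and C had a direction against the main one under fry (median -0.017), as had exocrine pancreas between G and T (0.018), and male-biased genes (0.17) and proliferation (0.024) between T and C with 15 arrays. All of these were far from the threshold. Over all named genes and settings, 1703 values kept direction and side of the threshold, 228 lost and 82 gained a call, and 29 changed sign.

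As arrays have no depth, the limit is the signal over background. Of the 525 genes, 52 had no array of group C and 36 no array of group T well above background, and their changes are limits. Group C had the fewest probes well above background on average (17690, against 19220.9 in T and 22439.5 in G). Of the lincRNA probes 1013 were so on all 15 arrays, so that most small differences there were not detectable.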

Differences from the paper's values

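The t-test on 15 arrays and the plain mean of probes were chosen after values had been seen, and all other settings named here were planned.

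The paper lists 150 genes of S2 Table as restored, and 81 of them passed all 3 steps here. Of the alternatives set before the data were examined, the 15 arrays as separate mice (123 genes) and the replicate block over 15 arrays (100) came within 1.5 times of the paper's count. All other ones did not, with 0 to 95 genes, and 13 to 85 when single mice were left out. Of those chosen after seeing the values, the plain mean of probes with the pair of group C alone averaged (109) and the t-test with equal variances on 15 arrays (102) came within that range. No setting reached 150.

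The paper counts 13 hedgehog-related genes as restored, and 6 passed all 3 steps here. Of the settings fixed before the data were examined, only the 15 arrays as separate mice, with 12 genes, came within 1.5 times of the paper's count. The others gave 0 to 8, and 2 to 7 without single mice. With the plain mean of probes and the pair of group C alone averaged, and with the t-test of equal variances on 15 arrays, both chosen after seeing the values, the count was 10. No setting reached 13. Cul5 passed steps 1 and 2 but differed from group C in group G (adjusted p = 0.0215), and passed all of them with 15 arrays as separate mice, with cyclic loess, with only probes well above background, and with the t-test of equal variances on 15 arrays. Igf1r, Akna and Ift52 did not pass step 1 here. They passed all 3 steps with the 15 arrays as separate mice and with the replicate block, and with the plain mean and the pair of group C alone averaged. Igf1r and Akna did so with the RNA as a random block and with slide as a term as well. Akna also passed with the authors' table. Without 1 mouse of group G, Igf1r (without mouse 3) and Akna (without mouse 2) passed. The t-test of equal variances on 15 arrays gave Igf1r and Ift52. Cd40, which the paper lists, was not well above background on any array, and passed with 15 arrays under limma and both t-tests. The paper names Sulf1, while S2 Table lists Sulf2. Sulf1 passed in no setting.

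Other counts lay within 1.5 times of the paper's. The paper analysed 20758 genes, and 22032 symbols were tested here. The paper gives 698 genes between T and C, 180 of them affected in group G and 150 similar to group C, against 525, 252 and 212 here. Without mouse 4 of group G the second count was 180, equal to the paper's, and the restored genes were 147, but the first count was then 457, more than 1.5 times below the paper's 698. Over all mice left out in turn the first count ran from 89 to 761, the second from 54 to 485 and the restored genes from 15 to 368. The t-test of equal variances on the 15 arrays as separate mice gave 811, 199 and 168. These counts also lay within 1.5 times of the paper's.

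The paper states that Ctse goes back in group G. Here it rose, and stayed below group C with an adjusted p of 0.0305 in step 3, so it did not pass. It passed with median scaling, with cyclic loess, with only probes well above background, and in the settings chosen after seeing the values with the pair of group C alone averaged or with equal variances on 15 arrays. The paper describes low Wars in group T. On the arrays Wars was higher by 0.15 (adjusted p = 0.358), and the first probe rose by 0.50 (adjusted p = 0.0097). In the other settings the log2 fold change of Wars lay between 0.076 and 0.79, never below 0, and with the brightest probe Wars passed all 3 steps as a gene higher in group T. The paper takes Arfrp1 as unaffected by DEN. On the arrays it had a log2 fold change of -0.39 between T and C (adjusted p = 0.0816, limma), from 3 probes with -1.15, -0.01 and -0.02. It was called with the 15 arrays as separate mice (adjusted p = 0.0155), with the RNA as a random block, with the replicate block, with the plain mean and the pair of group C alone averaged, and with equal variances on 15 arrays. The paper describes the profile of group G as comparable to that of control mice in the heatmap. Over the genes of S2 Table with a value in every mouse, the mice of group T formed a branch of their own. Over the genes with such values that differ between T and C, those of group G formed a branch with group T.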

Other observations

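The tests of the repeated RNA, of the slide of those arrays and of the Gas1 probes were chosen after the result was seen, and the pattern of clock genes was noticed in Dbp before its test was written. The other tests were planned.

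Arrays 3 and 4 of group C, and arrays 4 and 5 of group T, were closer to each other than any other arrays of their group. Within these pairs, 4 and 10 of the 8465 detected genes differed by more than 1 on the log2 scale, against 40 to 277 in the other pairs of groups C and T. They did not share a slide, as 0 of the 2 pairs lay on 1 slide, which excludes the slide as the cause. That 1 RNA was put on 2 arrays is a candidate explanation, which the shared RNA codes and the count of 10 go with. The paper's qRT-PCR covered 4 control, 4 DEN-treated and 6 Gas1-transfected animals. These numbers equal the 4 mice counted here in group T and the 6 in group G, but not the 3 in group C. The caption of Fig 6 does not state whether they were the mice of the arrays. Arrays 1 and 2 of group G, with different codes, were the closest other pair with 26 genes, so that very similar livers stay open. With the arrays counted as separate mice 1947 genes differed between T and C. With 1 array of each pair left out, the 4 possible choices gave 425, 460, 755 and 780 genes, within 1.5 times of the 525 with averaged pairs. The high count may thus come from counting repeated arrays as mice, but 13 arrays also hold fewer samples than 15, and the part of that was not separated.

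Regrouping the mice tests whether chance could give such counts. For T against C 1 of 35 splits, the real one, gave 525 genes or more, and the largest other count was 281. For G against T 2 of 100 splits gave at least 28 genes, the other being mouse 1 of T with mice 3, 4 and 5 of G against the rest, which gave 247 genes and is no split by slide. For the restored genes 1 of 100 splits reached 212, with 176 as the largest other count. Counts as large were thus rare among the splits, and 1 of 35 is the smallest share possible. The splits of groups G and T were a sample of 100. For G against T the other split gave 247 genes against 28, so a pattern among these mice other than the groups stays open. For T against C, the number of spots well above background as a covariate left the median log2 fold change of the called genes at 102% of its value, so signal level as the whole cause is excluded. With slide as a term 476 of the 525 genes were called, which excludes slide as the whole cause, and 82 genes differed between slides. Restored genes lay within 1 Mb of each other in 43 cases, against a median of 62 in random sets of the same expression and a 95th percentile of 77 (permutation p = 0.991), and genes called between T and C in 285 cases, against 279 and 301 (permutation p = 0.341). The lists were thus not clustered within 1 Mb beyond random sets. This count cannot exclude gains or losses spread over longer regions, or variants at single places. Genes called between G and C were not counted in this way. DEN and the tumors both differ between groups T and C and stay open as biological causes, while both groups received the empty plasmid.

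Group G lay between groups C and T in the index. Choosing genes on the same T and C mice could by itself place group G there. With genes chosen on 2 mice of T and 2 of C, and the index scaled on the mice held out, the median over 18 fits was 54.3% (44.6% to 65.9%), far from the 100% that the choice alone would give. That explanation is excluded. A smaller share of tumor tissue in the livers of group G is a candidate explanation that was tested with the list of liver tumour markers. The list was higher in T than in C (15 of 17 genes higher, median 0.52, adjusted p = 2.24e-05 with camera, 0.0129 with fry, 0.234 with an estimated correlation). It was lower in G than in T, with a median of -0.31 (adjusted p = 0.0202 with camera), yet 0.207 with fry and 0.494 with an estimated correlation. Of the 17 genes 7 were well above background on all arrays of group C, and 0 are in another list. In the order of groups C, T and G, the most abundant in group T were Tff3 (6.81, 11.93 and 9.85), Sqle (11.77, 11.34 and 10.84), which was highest in group C, and Lcn2 (8.58, 11.20 and 8.16). Afp was 6.15, 8.62 and 7.39, where group C was not well above background. Between G and T 5 of the 17 were higher in G, among them Slpi (0.38) and Spp1 (0.31), and 2 of the 17 were restored in the 3 steps. As 0 of the 17 were called between G and T over all genes, the share of tumor tissue and a change of expression in the same cells cannot be told apart. The size of tumors reported in the paper was not used here.

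Dbp was higher in groups T and G than in group C (log2 fold changes of 3.72 and 4.29, adjusted p = 0.0196 and 0.0252, limma). A single mouse is excluded as the cause, because without each mouse of group C in turn the change between T and C was at least 3.5. Of the 9 genes that peak with Dbp in the daily cycle, all 9 were higher in T than in C, and 3 were called. These are Tef (1.53, adjusted p = 0.0353), Nr1d1 (0.97, 0.0232) and Nr1d2 (0.97, 0.0407). Of the 4 that peak with Arntl, 1 was higher, and Arntl itself had -1.04 (adjusted p = 0.0683). The difference of these means was 1.44 between T and C, with a two-sided exact permutation p of 0.0571 over 35 splits, 1.65 between G and C (p = 0.0119 over 84 splits) and 0.211 between G and T (p = 0.576 over 210 splits). A different time of day of death, or of feeding, is a candidate explanation, and the hour is not recorded in the sample records or the paper's text. An effect of DEN or tumors on the clock fits the same values, so the design cannot separate them. As the clock genes did not differ between G and T, these values offer no such account of the genes called there. Among the 525 genes the pattern was not removed.

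No difference in Gas1 between groups G and T was detected (adjusted p = 0.768, limma). The most often detected probe was well above background on all 15 arrays, but these include the arrays of groups C and T, which received no Gas1 plasmid, so that this may be signal of the mouse's own gene. Whether the probes detect the transcript of the plasmid therefore stays open. How long its expression lasts and how many cells took it up were not tested.

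Of the other lists, camera found endoplasmic reticulum stress genes higher in T than in C (median 0.21, 25 of 30 higher, adjusted p = 6.57e-05) and lower in G than in T (median -0.32, 1 of 30 higher, adjusted p = 1.33e-14). Under fry the second held (0.00524) and the first did not (0.0545), and with an estimated correlation the second had 0.0482 and the first 0.365. Targets of PPAR alpha were lower in T than in C (median -0.57, 2 of 19 higher, adjusted p = 8.96e-09, fry 0.00942, estimated correlation 0.101) and higher in G than in T (median 0.60, 19 of 19 higher, adjusted p = 1.22e-12, fry 0.0103, estimated correlation 0.0482). The acute phase genes were lower in G than in T (median -0.95, 1 of 15 higher, adjusted p = 5.9e-08), but not under fry (0.0545) or with an estimated correlation (0.257), and did not differ between T and C (median 0.65, adjusted p = 0.0881). Clock genes (median 0.31, adjusted p = 0.0437) and red blood cell genes (median 1.19, adjusted p = 0.0380) were higher in T than in C with camera alone and did not differ between G and T (adjusted p = 0.356 and 0.738). Between T and C, camera detected no difference in exocrine pancreas (adjusted p = 0.952), female-biased (0.272) and male-biased genes (0.973), core hedgehog genes (0.526), leukocytes (0.936), proliferation (0.744) and stellate genes (0.526). Between G and T they had 0.936, 0.0935, 0.360, 0.333, 0.576, 0.360 and 0.225 in that order. In exocrine pancreas, between T and C the median was -0.0010 and the test went up. Between G and T its median was 0.018 and its mean -0.020, leukocytes had a median of -0.0062 and a mean of 0.072, and male-biased genes -0.036 and 0.018. Of the genes of these lists, 28 of 30 for endoplasmic reticulum stress, 15 of 19 for PPAR alpha, 14 of 15 for the acute phase, 8 of 18 for the clock and 5 of 7 for red blood cells were well above background on all arrays of group C, and none is in another list. So detected were also 6 of 30 proliferation, 2 of 19 exocrine pancreas and 3 of 16 female-biased genes. For leukocytes, stellate and male-biased genes it was 8 of 16, 6 of 11 and 18 of 18. In lists with few detected genes a change may have been missed. S2 Table holds 3 of the stress genes and 3 of the PPAR alpha targets, and 2 and 5 of them were restored here. Of the 15 core hedgehog genes 0 were called in either contrast over all genes, and 4 were well above background on all arrays of group C. The hedgehog genes named by the paper are reported with its text.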
